# Thyroid Hormone Receptor Alpha Is Required for Thyroid Hormone-Dependent Neural Cell Proliferation During Tadpole Metamorphosis

**DOI:** 10.3389/fendo.2019.00396

**Published:** 2019-06-28

**Authors:** Luan Wen, Cara He, Christopher J. Sifuentes, Robert J. Denver

**Keywords:** thyroid hormone (T3), metamorphosis, *Xenopus*, neurogenesis, development, knockout (KO)

## Abstract

Thyroid hormone (T_3_) plays several key roles in development of the nervous system in vertebrates, controlling diverse processes such as neurogenesis, cell migration, apoptosis, differentiation, and maturation. In anuran amphibians, the hormone exerts its actions on the tadpole brain during metamorphosis, a developmental period dependent on T_3_. Thyroid hormone regulates gene transcription by binding to two nuclear receptors, TRα and TRβ. Our previous findings using pharmacological and other approaches supported that TRα plays a pivotal role in mediating T_3_ actions on neural cell proliferation in *Xenopus* tadpole brain. Here we used *Xenopus tropicalis (X. tropicalis)* tadpoles with an inactivating mutation in the gene that encodes TRα to investigate roles for TRα in mitosis and gene regulation in tadpole brain. Gross morphological analysis showed that mutant tadpoles had proportionally smaller brains, corrected for body size, compared with wildtype, both during prometamorphosis and at the completion of metamorphosis. This was reflected in a large reduction in phosphorylated histone 3 (pH3; a mitosis marker) immunoreactive (ir) nuclei in prometamorphic tadpole brain, when T_3_-dependent cell proliferation is maximal. Treatment of wild type premetamorphic tadpoles with T_3_ for 48 h induced gross morphological changes in the brain, and strongly increased pH3-ir, but had no effect in mutant tadpoles. Thyroid hormone induction of the direct TR target genes *thrb, klf9*, and *thibz* was dysregulated in mutant tadpoles. Analysis of gene expression by RNA sequencing in the brain of premetamorphic tadpoles treated with or without T_3_ for 16 h showed that the TRα accounts for 95% of the gene regulation responses to T_3_.

## Introduction

Thyroid hormone (T_3_) plays several key roles in neurological development of vertebrates, influencing dendrite and axon development, synaptogenesis, myelination, cell migration, proliferation, and differentiation (1–3). Thyroid hormone deficiency during fetal and early postnatal life leads to severe, irreversible neurodevelopmental defects in mammals, a condition in humans known as cretinism (1, 4).

The hormone is also essential for development in non-mammalian vertebrates, which is perhaps best exemplified by the dependence of amphibian tadpole metamorphosis on T_3_ (5). Tadpoles of *Xenopus* species are important model organisms for investigating the molecular and cellular mechanisms of T_3_ action during vertebrate development (6).

Thyroid hormone regulates gene transcription by binding to ligand-activated transcription factors (T_3_ receptors; TRs) (7, 8). All jawed vertebrates that have been studied have two TR genes, designated alpha and beta. In mammals, multiple TR isoforms originate from the two genes, some that bind T_3_ and are functional, others that do not bind T_3_. They are produced by differential promoter usage or mRNA processing (3); similar TR protein diversity has not been described in amphibians. Mammalian and amphibian TR genes exhibit cell type and developmental stage-specific expression patterns, which supports that the subtypes/isoforms serve different functions in development and physiology (7, 9, 10). The mRNAs for the *Thra* gene, which codes for the functional isoform TRα1, is widely distributed in rodent brain from early development through adulthood, and most studies support that this protein is the major TR subtype involved with brain development (7). By contrast, mRNAs for *Thrb* (coding for TRβ1 and TRβ2, among several other isoforms) are expressed in the brain during postnatal life, and have a more limited distribution in the brain, being restricted to the retina, cochlea and hypothalamus, and also the pituitary gland (11–13).

The expression patterns of TR genes in *Xenopus* species have broad similarities to mammals. For example, *thra* mRNA is detected in the tadpole shortly after hatching and continues to be produced at a high, mostly constant level through metamorphosis in all tissues that have been studied (5). By contrast, *thrb* mRNA is not detected until the beginning of metamorphosis, at which time it is autoinduced by the rising plasma T_3_ titer. In tadpole brain, *thra* mRNA shows wide distribution; it is detected in virtually all cells in tadpole brain, and exhibits particularly strong signal in neurogenic zones (10, 14). The *thrb* mRNA was detected by *in situ* hybridization histochemistry (ISHH), and the protein by immunohistochemistry (IHC) only after treatment with T_3_, and analysis of TRβ in tadpole brain showed that the protein is found in specific brain nuclei throughout the brain, predominantly outside of neurogenic zones lining the ventricles (10).

Several lines of evidence in mammals support that TRα is critical for mediating T_3_ action on neurogenesis (15), oligodendrocyte differentiation (16), and astrocyte maturation (17). Previously, we showed that the TRα selective agonist CO23 induced brain cell proliferation, while the TRβ-selective agonists GC1 and GC24, used at concentrations that preferentially activate TRβ, had no effect (10). In the current study we used gene knockout technology to investigate a role for TRα in mediating T_3_ action on cell proliferation and gene regulation in tadpole brain. Mitosis is low in the premetamorphic tadpole brain, then it increases strongly and peaks during prometamorphosis, and this depends on endogenous T_3_ (10). We compared the volume and gross morphology of the tadpole brain, and we analyzed mitosis by IHC for phosphorylated histone 3 (pH3) which is a marker for M phase of the cell cycle. We conducted RNA-sequencing (RNA-seq) on a micro-dissected region of the tadpole brain that contains the preoptic area/thalamus/hypothalamus, and which houses neurosecretory neurons that project axons to the median eminence to control pituitary hormone secretion; this tadpole brain region is highly dependent on T_3_ for its development (10, 18, 19). We also conducted time course analyses of gene regulation responses to T_3_ in wild type and mutant tadpole brain.

## Materials and Methods

### Animal Care and Treatment

We obtained wildtype (WT) *Xenopus tropicalis* frogs from NASCO and reared them in dechlorinated tap water at 25C under a 13L:11D photoperiod, and fed them frog brittle (NASCO, Fort Atkinson, WI) or Sera Micron plankton food (tadpoles only). We obtained the heterozygous *thra* mutant frog line (TRαM5) from Dr. Yun-Bo Shi. This line was created using TALENS targeting exon 4 (the third coding exon) of the *X. tropicalis thra* gene, leading to the generation of a mutation that results in a predicted non-sense protein after amino acid 54, which is just before the first zinc finger of the DNA binding domain that begins at amino acid 60 (20). Here we designate the homozygous mutant frog line *thr*a^*mt*−*exon4*^ to indicate the presence of an inactivating mutation in exon 4, leading to a functional knockout.

We generated homozygous *thr*a^*mt*−*exon4*^ tadpoles by crossing heterozygous mutant frogs. Tadpoles were staged using the developmental staging system of Nieuwkoop and Faber (21) (NF). We used PCR-based genotyping to identify homozygous *thr*a^*mt*−*exon4*^ tadpoles as previously described (22). We tail clipped tadpoles at NF stage 48, and lysed the tissues in 30 μL Quick™Extraction buffer at 65°C for 15 min, followed by heating to 94°C for 5 min. To analyze the wild type *thra* allele we used forward primer F_wt_ 5′- AGCTATCTGGACAAAGACGAGCCG-3′, and for the mutant allele we used forward primer F_m5_ 5′-ACATCCCCAGCTATCCCCAGCTATG-3′. The common reverse primer was 5′-GCAAACTTTTTGGCTCAGAGGCCAC-3′. We used the same PCR program for both primer sets: 94°C 30 s, 68°C 60 s for 35 cycles.

For treatment of tadpoles with 3,5,3′-triiodothyronine (T_3_; sodium salt, Sigma-Aldrich, St. Louis, MO), we dissolved the hormone in 0.01N NaOH to make a 500 μM stock solution, then we added the stock to the aquarium water to a final concentration of 5 nM T_3_ for all experiments; controls received an equivalent amount of 0.01N NaOH. For the RNA-seq experiment, we treated NF stage 54 tadpoles with vehicle or T_3_ added to the aquarium water for 16 h before harvesting tissues for RNA isolation. For time course analyses using RTqPCR we treated NF stage 54 tadpoles with T_3_ for 0, 8, 16, or 42 h before harvesting tissues for analysis. For morphometric analyses and immunohistochemistry for cell proliferation we treated tadpoles with T_3_ or vehicle for 42 h before tissue harvest. All procedures involving animals were conducted under an approved animal use protocol (PRO00006809) in accordance with the guidelines of the Institutional Animal Care and Use Committee at the University of Michigan.

For morphometric analyses we euthanized tadpoles or newly metamorphosed frogs by immersion in 0.1% benzocaine, then recorded body weight and body length (using calipers; snout-tail tip for tadpoles, snout-vent for frogs) before dissecting the head and fixing it in 4% paraformaldehyde dissolved in MOPS buffer (0.1 M MOPS, 10 mM EGTA, 1 mM MgSO_4_, pH 7.4; Sigma-Aldrich) at 4°C overnight. We then dissected the fixed tadpole brain and captured images using a Leica stereoscope. All images were captured at the same magnification (10 X) and illumination settings. We used ImageJ software to quantify brain length, width and height for untreated NF stage 56 and 66 animals (*n* = 6 or 8/genotype, NF 56 or 66, respectively). We calculated brain volume by multiplying brain length, width and height, and normalized each animal's brain volume to its body length. We also analyzed brain morphology of NF stage 54 tadpoles after treatment with 5 nM T_3_ for 48 h; here we measured brain length and width (*n* = 5/treatment and genotype).

### Total RNA Extraction, RNA Sequencing, and Reverse Transcriptase Quantitative PCR (RTqPCR)

We micro-dissected the region of the tadpole brain containing the preoptic area/thalamus/hypothalamus for isolation of RNA as previously described (23). For each biological replicate we pooled tissue from 5 tadpoles. We isolated total RNA from tadpole brain using Tri Reagent (Sigma-Aldrich, St. Louis, MO) and the Direct-zol RNA kit (Zymogen) following the manufacturers' instructions. The quality of the RNA was analyzed using a Bioanalyzer, and libraries were prepared by the University of Michigan DNA Sequencing Core. We used 3 biological replicates for each genotype and hormone treatment, for a total of 12 samples sequenced on two lanes using the Illumina Hiseq-4000 platform with 50 nt read length single-end sequencing. We conducted quality processing on raw reads using FastQC (v0.11.7), and we mapped aligned reads to the *X. tropicalis* genome (v4.1) using Bowtie. We conducted gene-level read counts using RSEM to count the number of reads overlapping each of 22,820 custom-annotated *X. tropicalis* genes. This custom annotation (the MNHN gene model) was built by Nicolas Buisine and Laurent Sachs based on their unpublished high-throughput RNA paired-end tag sequencing to identify the 5′ and 3′ ends of transcripts that were expressed in different *X. tropicalis* tissues, including the brain. We then conducted differential expression analysis using limma.

We used RTqPCR to validate gene expression changes identified by RNA-seq, and also for analysis of the kinetics of gene transcription responses to exogenous T_3_ in the two genotypes. We synthesized cDNA from 1 μg total RNA using the High Capacity cDNA Synthesis Kit (Applied Biosystems Inc., Foster City, CA). We conducted real-time qPCR using ABsolute Blue qPCR SYBR Low ROX Mix (ABgene Thermo Scientific, Surrey, UK) and Fast 7500 Real-Time PCR System (ABI) or StepOne Real Time PCR Systems (Life Technologies). We designed oligonucleotide primers to span exon-exon boundaries using the program Prime Blast (NCBI) (Table 1). For most genes we used a relative quantification method (24, 25) to compare mRNA levels by generating standard curves for each gene using a pool of cDNA. To compare levels of *thra* and *thrb* mRNAs in brains of tadpoles of the two genotypes we used an absolute quantification method. We constructed standard curves using the plasmids pCR-TOPO-xtTRα and T7TS-xtTRβ that contain full-length cDNAs for *thra* and *thrb*, respectively. The two cDNA inserts were of similar size (*thra*-1936 nt; *thrb*-2223 nt). We normalized mRNA levels to the reference gene *ef1*α, which did not change after treatment with T_3_ (data not shown).

**Table 1:** Oligonucleotide primer sequences used for reverse transcriptase quantitative polymerase chain reaction.

**Gene name**	DNA sequence*
*cga* F	GCATGTGCTCCATTCCTTTCC
*cga* R	GGCCTTTCCGAGCCTTTTTG
*cbx7* F	TGCCATTGGAGAGCAAGTGT
*cbx7* R	TGCTGTATTTGGGAGGCCAG
*crebrf* F	TGGGCTTTGAGATGCCTCAG
*crebrf* R	TTGCTAGGAGGTCTGTGCTC
*dio3* F	CGCGGCTTGGATGTCATTGC
*dio3* R	GCTCCAGTGACACGCACCTT
*ef1a1* F	CGGAACTACCCTGCTGGAAG
*ef1a1* R	GGCAAAGGTAACCACCATGC
*egln3* F	GACCGACTGGTGATGCTCTG
*egln3* R	CGTTGGATTGTCCACATGGC
*igf2* F	GTTTGTGGAGACAGGGGCTT
*igf2* R	CAGCTCCGGAAGCAACATTC
*klf9* F	GGCACAGGTGTCCTTATGCT
*klf9* R	AAGGGCGTTCACCTGTATGG
*nr3c2* F	GTCCACTATTTCGAGCCCAG
*nr3c2* R	GGCGTTACTCCAGGAAGGAAT
*pim3* F	CGGTGTACACGGATTTTGACG
*pim3* R	ACGGTTGCTGATCTTCCATGA
*st3* F	GGTTATGTGTGGCGCCTTCG
*st3* R	AATGGGAAAGGGCCCAGAGG
*thibz* F	CCAAGGGAAACGGGTGGCTT
*thibz* R	GTGCCACCTCTGCGGAAAGT
*thra* F	AAATGCATTGCCGTTGGCAT
*thra* R	GCCGCTCTCGATTCTCTTCA
*thrb* F	TAGTTAATGCGCCTGAGGGTG
*thrb* R	TGCTCGGAGGGACATGATCT
*traf3* F	GTTCGACTAGCCCACAATGC
*traf3* R	TCCCTCCTGCAGCAGTTATC
*tshb* F	TGTGCTTACTGCCTTGCCAT
*tshb* R	CAGCCAGGAATGGTCACTGT
*znf395* F	CATGTACAAGTGCCTGTGGC
*znf395* R	CTCTCTTGCGCTGGTCAGAA

* *F, forward; R, reverse. Sequences given are 5′ to 3′*.

### Immunohistochemistry (IHC)

We conducted IHC on tadpole brain to detect mitotic cells using a rabbit antiserum raised against human pH3 (phosphorylated histone 3, Millipore), which marks cells in M phase of the cell cycle (10). We analyzed untreated tadpole brains from the two genotypes (*n* = 4–7/genotype) at NF stage 56 when cell proliferation is highest during metamorphosis (10). We also treated NF stage 54 tadpoles of the two genotypes with T_3_ for 42 h (*n* = 4–5/genotype and treatment), which induces a robust cell proliferation response in WT tadpole brain (10). We euthanized animals by immersion in 0.1% benzocaine, then dissected the head and fixed it in 4% paraformaldehyde in MOPS buffer at 4°C overnight. After fixation we dissected the brain from the skull, saturated the tissue in 30% sucrose overnight at 4°C, embedded it in OCT compound (Fisher Scientific), snap-froze the sample, and stored at −80°C until processing. We produced transverse, 14 μm cryosections, dried them for 2 h at 42°C, and then stored the slides at −80°C until analysis. For IHC, we first washed the cryo-sections in Tris-buffered saline plus 0.1% tween-20 (TBST) three times, then blocked with 10% normal goat serum diluted in TBST for 1 h at room temperature. We incubated the sections with primary antibody (1:500 dilution) overnight at 4°C, and then washed with TBST three times. We then detected primary immune complexes by incubating with a secondary antibody conjugated with Cy3 (1:1,000 dilution, Jackson ImmunoResearch Laboratories, Inc., West Grove, PA) at room temperature for 2 h, washed three times in TBST, and mounted the sections using a mounting medium that contained DAPI for counterstaining (Vector Laboratories).

We captured digital micrographic images at 100X using an Olympus IX81 inverted microscope (Olympus, Tokyo, Japan) and a Retiga 1300R Fast digital video camera (QI Imaging, Tuscon, AZ). We carefully matched sections for anatomical level following the *Xenopus* brain atlas developed by Tuinhof et al. (26), with modifications by Yao et al. (27). Images were analyzed in a blinded manner. We randomly selected 5 sections per brain within the region bound by the anterior preoptic area and hypothalamus/thalamus using a random number generator, and we manually counted cells immunoreactive for pH3 (pH3-ir) (10).

### Statistics and Data Analysis

We analyzed data using the computer program SYSTAT (v. 13; Systat Software, San Jose, CA). Differences between treatments were analyzed by one-way ANOVA followed by Fisher's least significant difference (Fisher's LSD) *post hoc*-test, by two-way ANOVA, or by Student's independent sample *t*-test (α = 0.05). Derived values were Log_10_-transformed before statistical analysis if the variances were found to be heterogeneous. We used linear regression analysis to analyze time course gene expression data.

## Results

### Brain Size and Cell Proliferation Are Reduced in *thra^*mt*−*exon4*^* Animals

We compared brain size in WT and *thr*a^*mt*−*exon4*^ tadpoles at NF stage 56, the developmental stage when T_3_-dependent neural cell proliferation is maximal (10), and in newly metamorphosed frogs (NF stage 66). The NF stage 56 *thr*a^*mt*−*exon4*^ tadpoles were 25% smaller (body length from snout to tip of tail) than WT animals, but their brain volume was 46% smaller (Figure 1A). Brain volume, corrected for body length was 28% smaller in *thr*a^*mt*−*exon4*^ tadpoles compared with WT. The NF stage 66 (newly metamorphosed frogs) *thr*a^*mt*−*exon4*^ animals were 8% smaller (snout to vent length) than WT animals, but their brain volume was 28% smaller (Figure 1B). Brain volume corrected for body length was 22% smaller in newly metamorphosed *thr*a^*mt*−*exon4*^ frogs compared with WT (Figure 1B).

**Figure 1:**
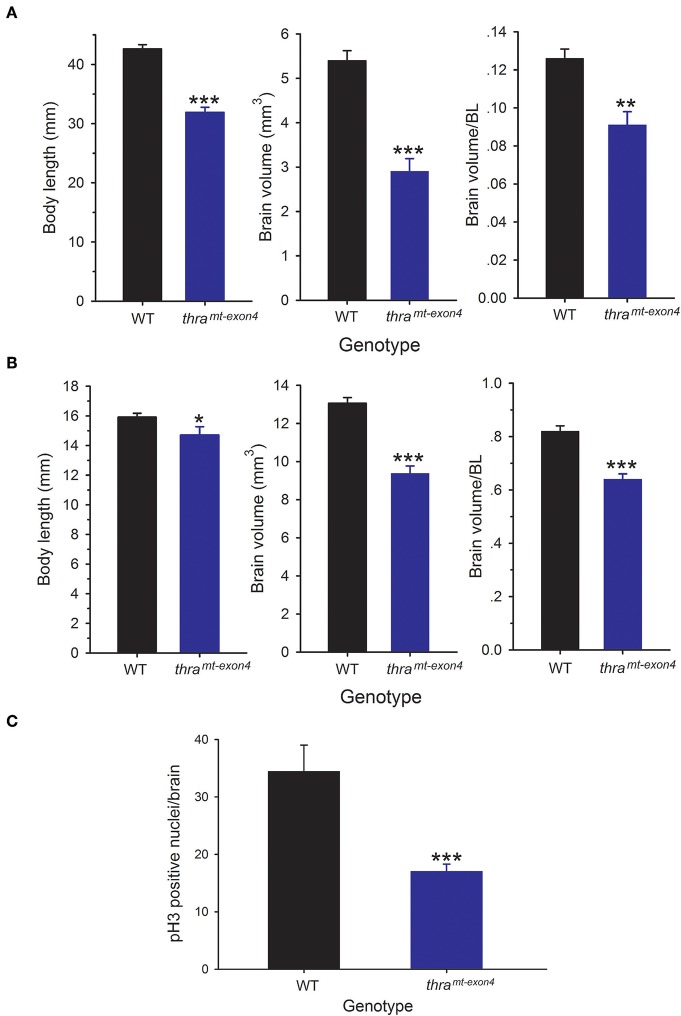
Brain size and cell proliferation is reduced in *thr*a^*mt*−*exon4*^ animals. We measured body length and brain volume in wild type (WT) and *thr*a^*mt*−*exon4*^ animals at two stages of development. Brain volume was measured on fixed brains as described in the Materials and Methods. Bars are the mean ± SEM. **(A)** Comparison of body length and brain volume of WT and *thr*a^*mt*−*exon4*^ prometamorphic tadpoles (NF stage 56; *n* = 6/genotype). **(B)** Comparison of body length and brain volume of WT and *thr*a^*mt*−*exon4*^ newly metamorphosed frogs (NF stage 66; *n* = 8/genotype). **(C)** Comparison of phosphorylated histone 3 (pH3) immunoreactive nuclei in the brain of WT and *thr*a^*mt*−*exon4*^ NF stage 56 tadpoles (*n* = 4–6/genotype). ^*^p < 0.01, ^**^p < 0.001, ^***^p < 0.0001, unpaired Student's *t*-test.

Our earlier findings showed that cell proliferation in *Xenopus* tadpole brain peaks at NF stage 56 (10). To investigate if the smaller brain size in NF stage 56 *thr*a^*mt*−*exon4*^ tadpoles was correlated with reduced cell proliferation, we conducted immunohistochemistry for pH3, a marker for cells in M phase of the cell cycle. This analysis showed a significant (50.5%) reduction in pH3-immunoreactive cell nuclei in *thr*a^*mt*−*exon4*^ tadpole brains compared with WT (Figure 1C).

### TRα Is Required for T_3_-Dependent Morphological Changes, and Induction of Cell Proliferation in Tadpole Brain

Treatment of NF stage 54 (early prometamorphic) WT tadpoles with T_3_ (5 nM for 42 h) caused significant changes in tadpole brain morphology, decreasing brain length by 28%, and increasing brain width by 24% (Figures 2A,B). By contrast, exogenous T_3_ had no significant effect on brain morphology in *thr*a^*mt*−*exon4*^ tadpoles. Our previous work showed that exogenous T_3_ can induce cell proliferation in NF stage 54 *Xenopus* tadpole brain, measured by BrdU incorporation or pH3-ir. We saw the expected increase in pH3-ir after T_3_ treatment in WT tadpoles (~2.7 fold increase), but in *thr*a^*mt*−*exon4*^ tadpoles T_3_ treatment reduced pH3-ir by ~30% compared with vehicle-treated animals (Figure 2C).

**Figure 2:**
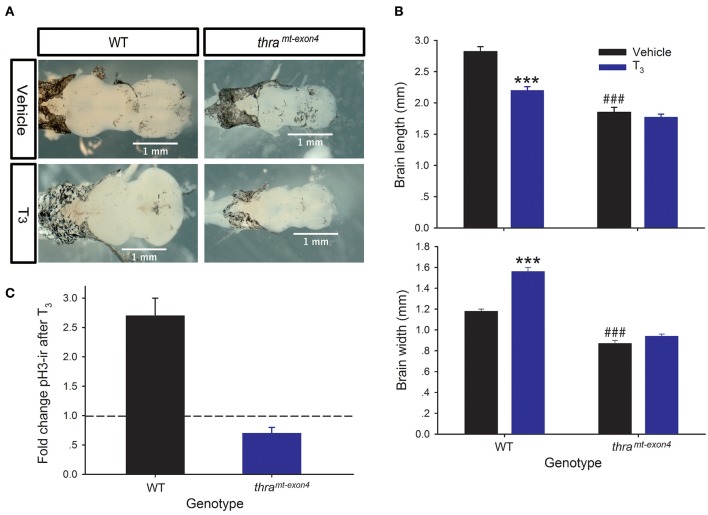
Thyroid hormone receptor α is required for T_3_-dependent morphological changes, and induction of cell proliferation in tadpole brain. We treated wild type (WT) and *thr*a^*mt*−*exon4*^ premetamorphic (NF stage 54) tadpoles with T_3_ (5 nM) or vehicle added to the aquarium water for 42 h, then measured brain size and phosphorylated histone 3 immunoreactivity (pH3-ir) in the brain as described in the Materials and Methods. Bars are the mean ± SEM. **(A)** Exogenous T_3_ caused dramatic morphological changes in the brains of WT, but not *thr*a^*mt*−*exon4*^ tadpoles. Shown are dorsal images of fixed tadpole brains. **(B)** Exogenous T_3_ decreased length, and increased width of WT tadpole brain, but had no effect in *thr*a^*mt*−*exon4*^ animals (^***^p < 0.0001, unpaired Student's *t*-test). In vehicle-treated tadpoles, the baseline brain length and width were both smaller in *thr*a^*mt*−*exon4*^ compared with WT (^*###*^*p* < 0.0001, unpaired Student's *t*-test). **(C)** Treatment with T_3_ strongly increased pH3-ir in WT (*p* < 0.0001, unpaired Student's *t*-test), but decreased it in *thr*a^*mt*−*exon4*^ tadpole brain (*p* < 0.0001). Shown is the fold change in total brain pH3-ir nuclei in each genotype. The dashed line indicates fold change of 1.0 = no change.

### Thyroid Hormone Receptor α Is the Major TR Expressed in Tadpole Brain

Using RTqPCR with absolute quantification, we found that baseline *thra* mRNA was ~12.5 times higher than baseline *thrb* mRNA, confirming that TRα is the major TR subtype in tadpole brain (Figure 3A). The baseline *thra* mRNA was significantly lower in *thr*a^*mt*−*exon4*^ tadpole brain compared with WT (21% lower), while the baseline *thrb* mRNA was significantly higher in *thr*a^*mt*−*exon4*^ (~2 fold; Figure 3A). Treatment with T_3_ for 42 h had no significant effect on *thra* mRNA level in either genotype; whereas, T_3_ treatment caused a large induction of *thrb* mRNA in the brains of WT (7.9 fold increase) tadpoles, and a significant but lower induction in *thr*a^*mt*−*exon4*^ animals (3.2 fold increase).

**Figure 3:**
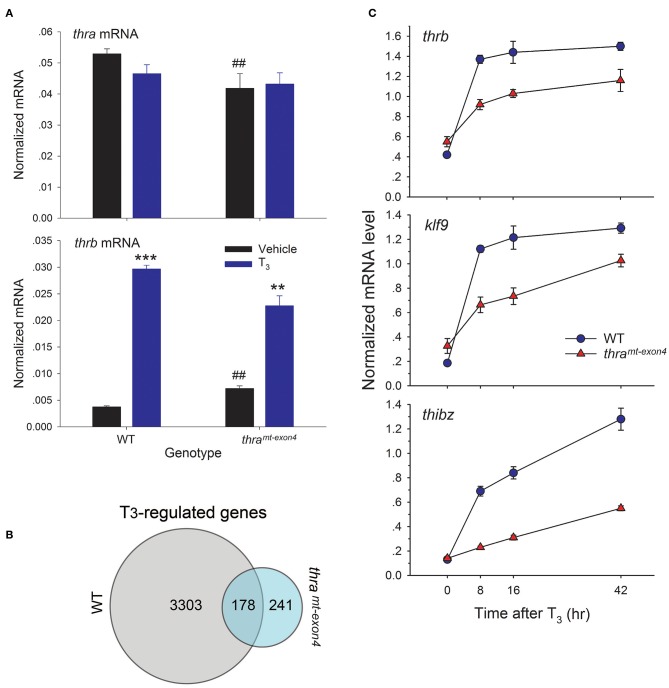
Gene transcription responses to exogenous T_3_ are impaired in *thr*a^*mt*−*exon4*^ tadpole brain. We treated wild type (WT) and *thr*a^*mt*−*exon4*^ premetamorphic (NF stage 54) tadpoles with T_3_ (5 nM) or vehicle added to the aquarium water for different times, then measured target gene mRNA levels in brain (region of the preoptic area/thalamus/hypothalamus) by RTqPCR using absolute quantification (for *thra* and *thrb*, panel A) or relative quantification (genes in panel B). **(A)** Thyroid hormone receptor α is the major TR subtype expressed in tadpole brain. Comparison of baseline mRNA levels, and effects of T_3_ treatment for 42 h on *thra* and *thrb* mRNA levels in WT and *thr*a^*mt*−*exon4*^ tadpole brain. Bars represent the mean ± SEM (*n* = 4/genotype/treatment). Note that the baseline (vehicle-treated) *thra* mRNA level is 14 times greater than *thrb* mRNA in WT tadpole brain. The baseline *thra* mRNA was significantly lower, while the *thrb* mRNA was significantly higher in *thr*a^*mt*−*exon4*^ compared with WT tadpole brain (^##^*p* < 0.001, Student's unpaired *t*-test). Treatment with T_3_ had no effect on *thra* mRNA, but strongly induced *thrb* mRNA in both genotypes (^**^p < 0.001, ^***^p < 0.0001, Student's unpaired *t*-test). **(B)** Venn diagram representing the numbers of T_3_-regulated genes determined by RNA-seq conducted on RNA isolated from brains of wild type and *thr*a^*mt*−*exon4*^ NF stage 54 tadpoles treated with or without T_3_ for 16 h. **(C)** Time course of induction by T_3_ in tadpole brain of mRNAs for three direct T_3_ response genes, *thrb, klf9*, and *thibz* (note that these three genes are included in the 178 genes that overlap between WT and *thr*a^*mt*−*exon4*^). Points represent the mean ± SEM (*n* = 4/genotype/time point). The mRNA level for each of the genes was elevated at 8 h in both genotypes (*p* < 0.001, ANOVA), and the slope of each curve was significantly different between WT and *thr*a^*mt*−*exon4*^ (*p* < 0.0001, linear regression analysis).

### The Vast Majority of Gene Regulation Responses to Exogenous T_3_ Are Lost in *thra^*mt*−*exon4*^* Tadpole Brain

We used RNA sequencing to analyze T_3_-dependent changes in gene transcription in tadpole brain after exposure to exogenous T_3_ for 16 h, comparing WT and *thr*a^*mt*−*exon4*^ (NF stage 54). 

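The RNA-seq data came from 12 libraries, 3 biological replicates for each of 4 groups: WT and *thr*a mt*-*exon4 tadpoles at NF stage 54, each kept in vehicle (dilute NaOH) or in 5 nM T_3_ for 16 h. Each replicate pooled the preoptic area/thalamus/hypothalamus of 5 tadpoles, and the dissected tissue included the pituitary. The methods state that single-end Illumina reads were mapped with Bowtie to the v4.1 *X. tropicalis* genome and counted per gene with RSEM on a custom annotation, the MNHN gene model. RSEM shares a read between the features it could come from, so its expected counts need not be whole numbers, and 56.9% to 59.8% of the values in a library were not. The deposited counts cover 33875 features, of which 22820 have XLOC identifiers and 11055 have new_exon identifiers. The new_exon features held 4.18% to 4.43% of the counts of a library. The expected counts were rounded to whole numbers before testing. Their sum per library had a median of 49486369 in WT vehicle, 46854711 in WT T_3_, 59240624 in *thr*a mt*-*exon4 vehicle and 57446291 in *thr*a mt*-*exon4 T_3_, and ran from 41012481 to 67603683 over all libraries, so the *thr*a mt*-*exon4 libraries were on the whole the deeper ones. Counts were scaled by the TMM method, features with low counts were left out by edgeR's filterByExpr over the 4 groups, and the remaining 22018 features, 4116 of them new_exon features, were tested with edgeR's quasi-likelihood test in 1 fit of all 12 libraries. From that fit 4 contrasts were taken: T_3_ over vehicle in WT, T_3_ over vehicle in *thr*a mt*-*exon4, *thr*a mt*-*exon4 vehicle over WT vehicle (the baseline mRNA), and the *thr*a mt*-*exon4 response to T_3_ minus the WT response. Benjamini-Hochberg adjustment was made within each contrast, with a threshold of 0.05 for the adjusted p. The common dispersion among replicates was 0.0220 in WT vehicle, 0.00485 in WT T_3_, 0.0148 in *thr*a mt*-*exon4 vehicle and 0.0116 in *thr*a mt*-*exon4 T_3_. No pair of replicates was within the sampling noise of a single library counted again (chi-square per degree of freedom 7.10 to 42.0). Counts were simulated with these depths and a dispersion for each feature shared by all groups, which leaves out the different spreads of the groups. Of 200 genes among 21751 features given a log_2_ fold change of 1, 141 were recovered for T_3_ in WT and 109 for the difference between the responses. Responses smaller than that can therefore remain uncalled at this depth and number of replicates, and differences between responses more often than the responses themselves. Gene symbols were taken from Supplemental Table 1, of which the first 1997 lines were used here, against the 3481 genes that the paper gives for it. The table is sorted by log_2_ fold change, so that induced genes are named and most repressed genes are known here by identifier alone. It paired 1548 tested features with a symbol and 14 of the 26 genes that the paper names as measured in brain. The targeted gene *thra* is not among these and was not analysed here, so the genotype of each library rests on its label.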

We chose this time point for analysis because it should capture most or all direct T_3_-dependent gene regulation responses, including the delayed immediate early genes (23, 28, 29). 

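T_3_ changed 2399 of the 22018 features tested in WT brain, 1182 upward and 1217 downward, and 56 features in *thr*a mt*-*exon4 brain, 44 upward and 12 downward (edgeR's quasi-likelihood test, adjusted p threshold of 0.05). Both lists held 41 features, where 6.10 would be shared if the lists were independent. Of the 41, 30 rose in both genotypes, 9 fell in both, and 2 went in opposite directions, *neurod6* (XLOC_033612) and XLOC_044169. The choice of test moved the *thr*a mt*-*exon4 number most. DESeq2 called 396 genes in *thr*a mt*-*exon4 and 3399 in WT, with 182 in both lists, while limma-voom called 41 in *thr*a mt*-*exon4 and 2165 in WT. With any 1 of the 12 libraries left out of the edgeR fit, the *thr*a mt*-*exon4 number lay between 25 (without *thr*a mt*-*exon4 vehicle replicate 2) and 179 (without *thr*a mt*-*exon4 T_3_ replicate 1), and each library but WT vehicle replicate 1 moved it by more than 1.5 times. The WT number was 858, 1459 and 824 without WT T_3_ replicates 1, 2 and 3 and 1535 without WT vehicle replicate 3. In the fits with 1 library left out the *thr*a mt*-*exon4 number was at most 8.21% of the WT number.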

We identified 3,481 unique mRNAs that were induced or repressed in WT vs. 419 in *thr*a^*mt*−*exon4*^ (*thr*a^*mt*−*exon4*^ only 12% of WT), and 178 genes that overlapped between the two genotypes (Figure 3B). That is, only 5.1% (178/3481) of genes regulated by T_3_ in WT were regulated in the brain of *thr*a^*mt*−*exon4*^ animals. 

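Of the 2399 features regulated by T_3_ in WT, 1.71% were also called in *thr*a mt*-*exon4 (Wilson 95% interval 1.26% to 2.31%, which treats features as independent), and 5.35% by DESeq2. With single libraries left out the edgeR share lay between 0.893% (without *thr*a mt*-*exon4 vehicle replicate 2) and 4.56% (without WT vehicle replicate 3). Called in *thr*a mt*-*exon4 or not, 1815 of the 2399 features (75.7%) had changed there in the direction of their WT response, a share that 1 other split of the *thr*a mt*-*exon4 libraries into groups of 3 reached as well. Of the 2399, 22.2% had an unadjusted p under 0.05 in *thr*a mt*-*exon4, compared with 8.24% of the other features. The responses in *thr*a mt*-*exon4 were small. The median log_2_ fold change of the features induced in WT was 0.37 in WT and 0.07 in *thr*a mt*-*exon4, and that of the features repressed in WT was −0.45 and −0.10. Across these 2399 features, which are not independent replicates, Pearson's r between the responses of the genotypes was 0.39, and the slope of the *thr*a mt*-*exon4 response on the WT response was 0.148, which selection by a call in WT can lower. Over the WT features of each tool, r and slope were 0.47 and 0.183 by DESeq2 and 0.54 and 0.222 by limma-voom. By edgeR's quasi-likelihood test 116 features differed in their response, 78 with a lower and 38 with a higher log_2_ fold change in *thr*a mt*-*exon4, and 111 of them were among the 2399 (4.63%). At an unadjusted p under 0.05 the responses differed for 1498 of the 2399 (62.4%), a number that their selection by a call in WT itself raises. DESeq2 called 655 differences. The edgeR number was 42, 54 and 38 without WT T_3_ replicates 1, 2 and 3, 69 without WT vehicle replicate 2, 62 without *thr*a mt*-*exon4 vehicle replicate 1, and 71 and 59 without *thr*a mt*-*exon4 T_3_ replicates 2 and 3. From the overlap of the gene lists the paper concludes that TRα is required for most of the gene regulation responses to T_3_ in premetamorphic tadpole brain.

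**Figure D1:**
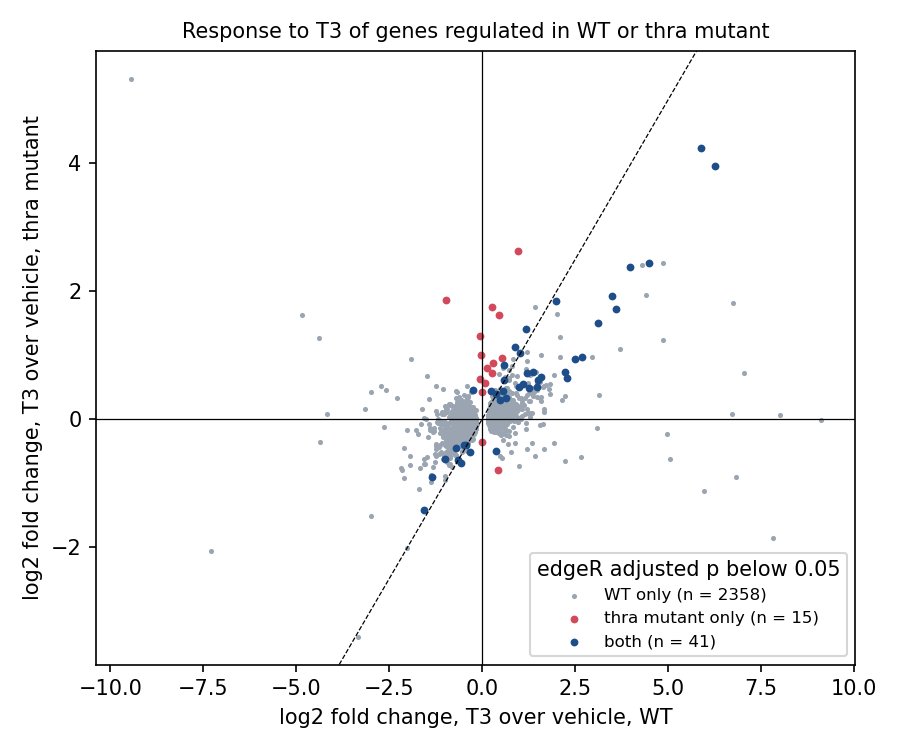
The log_2_ fold change of T_3_ over vehicle in WT (horizontal axis) and in *thr*a mt*-*exon4 (vertical axis), 1 point per feature called in at least 1 genotype by edgeR. Points on the dashed line have equal responses; the 2358 features called only in WT are grey, the 15 called only in *thr*a mt*-*exon4 red and the 41 called in both dark blue.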

Interestingly, 241 genes (57.5% of all T_3_ regulated genes in *thr*a^*mt*−*exon4*^) were regulated by T_3_ only in *thr*a^*mt*−*exon4*^ animals. 

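In the edgeR fit, 15 of the 56 features regulated by T_3_ in *thr*a mt*-*exon4 (26.8%, Wilson 95% interval 17.0% to 39.6%) were not called in WT. Of these, 9 had changed in the same direction in WT and 4 had an unadjusted p under 0.05 there. The test of the difference between the responses was passed by 3 of the 15: XLOC_034932, XLOC_029215 and *brs3* (XLOC_020715), of which the first and the second were named after their values were seen. At an unadjusted p under 0.05, 14 of the 15 differed, which their selection by a call in *thr*a mt*-*exon4 alone itself favours. DESeq2 called 214 genes in *thr*a mt*-*exon4 alone (54.0% of its *thr*a mt*-*exon4 list), and its test of the difference was passed by 42 of them. The share called in *thr*a mt*-*exon4 alone was decided in part by single libraries. It was 60.3% without *thr*a mt*-*exon4 T_3_ replicate 1, 42.6% without WT vehicle replicate 3, 40.8% without WT vehicle replicate 1, 15.4% without *thr*a mt*-*exon4 T_3_ replicate 2, 13.8% without *thr*a mt*-*exon4 vehicle replicate 1 and 12% without *thr*a mt*-*exon4 vehicle replicate 2.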

The RNA-seq dataset has been deposited in the Gene Expression Omnibus archive at the National Center for Biotechnology Information (GEO accession #GSE130816).

We investigated the kinetics of transcriptional activation by T_3_ of three well-known direct T_3_ response genes, *thrb, klf9*, and *thibz*. These genes are included in the 178 genes that overlap between WT and *thr*a^*mt*−*exon4*^. 

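The *thrb* mRNA (XLOC_017285) stood at 13.0 ± 0.835 CPM (counts scaled to library size; SD, n = 3) in WT vehicle and 112 ± 9.80 CPM (SD, n = 3) in WT T_3_. In *thr*a mt*-*exon4 it stood at 27.1 ± 2.22 CPM in vehicle and 77.0 ± 4.79 CPM in T_3_ (SD, n = 3 each). Its log_2_ fold change was 3.11 in WT (standard error 0.09, adjusted p = 6.5e-10, edgeR's quasi-likelihood test) and 1.51 in *thr*a mt*-*exon4 (standard error 0.08, adjusted p = 2.6e-06, edgeR), and the difference of −1.60 between them passed the same test (standard error 0.12, adjusted p = 4.8e-05, edgeR). The *klf9* mRNA (XLOC_009053) rose from 20.9 ± 8.99 to 331 ± 14.9 CPM in WT and from 37.9 ± 4.07 to 197 ± 21.0 CPM in *thr*a mt*-*exon4 (SD, n = 3 each), log_2_ fold changes of 3.98 (adjusted p = 1.2e-06, edgeR) and 2.38 (adjusted p = 0.00079, edgeR). Its difference of −1.61 did not pass edgeR's threshold (standard error 0.33, adjusted p = 0.051), while DESeq2 (adjusted p = 0.0096) and limma-voom (adjusted p = 0.026) called it; over all alternatives the adjusted p ran from 0.00080 to 0.14. The WT vehicle spread of *klf9* came from replicate 3, with 507 counts against 1261 and 1483 in replicates 1 and 2. Without that replicate, or without WT vehicle replicate 2, edgeR called the difference. The symbol *thibz* is paired with a pair of features, XLOC_028082 and XLOC_028061, between which RSEM could have divided reads, so each is uncertain on its own. XLOC_028082 rose from 0.447 ± 0.0707 to 34.8 ± 7.08 CPM in WT and from 0.632 ± 0.258 to 10.1 ± 1.50 CPM in *thr*a mt*-*exon4 (SD, n = 3 each). These are log_2_ fold changes of 6.27 (adjusted p = 2.5e-08, edgeR) and 3.97 (adjusted p = 4.3e-06, edgeR). Their difference was −2.30 (standard error 0.37, adjusted p = 0.016, edgeR), and it was not called by limma-voom (adjusted p = 0.13) or without WT T_3_ replicate 3. For XLOC_028061 the difference of −1.65 was not called (standard error 1.08, adjusted p = 0.52, edgeR), nor was it in any of 19 alternatives. XLOC_028061 had 5, 0 and 29 counts in the WT vehicle libraries and 529, 632 and 764 in the WT T_3_ libraries, and its log_2_ fold change in *thr*a mt*-*exon4 of 4.24 (adjusted p = 0.020, edgeR) lost its call in 6 of 20 alternatives, among them DESeq2, limma-voom and the fits without *thr*a mt*-*exon4 vehicle replicate 1 or 3 or *thr*a mt*-*exon4 T_3_ replicate 3.

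**Figure D2:**
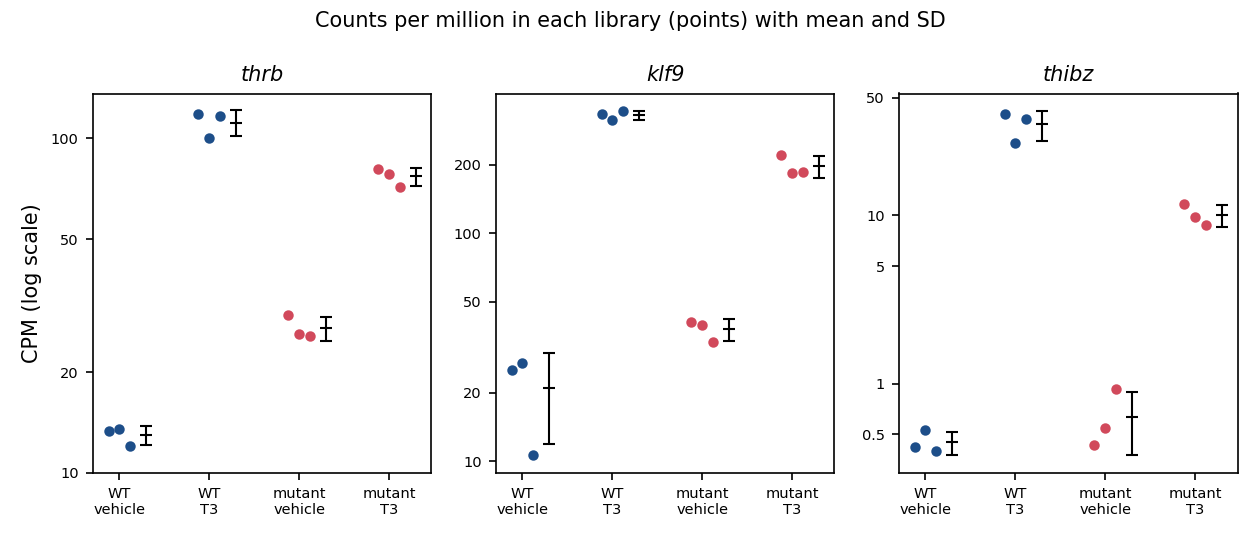
CPM (log axis) of *thrb*, *klf9* and *thibz* (XLOC_028082) in each of the 3 libraries per group, as points, with the mean and SD beside them. For each gene all 3 T_3_ libraries lie above all 3 vehicle libraries of the same genotype, and the lowest *klf9* point in WT vehicle is replicate 3, at 10.6 CPM.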

All three genes were strongly induced at the 8 h time point in WT tadpole brain, and their mRNAs remained elevated (i.e., they reached a maximum by 8 h: *thrb* and *klf9*) or continued to increase (*thibz*) through 42 h (Figure 3C). By contrast, although all three genes were induced by T_3_ in the brains of *thr*a^*mt*−*exon4*^ tadpoles, the level of induction at 8 h was significantly lower than in WT for all three genes. The kinetics of gene induction, measured as the normalized mRNA level at four time points, and analyzed by linear regression, showed significantly slower kinetics for all three genes in *thr*a^*mt*−*exon4*^ animals (slopes of curves 0 vs. 8 h; *thrb*: WT = 0.95, *thr*a^*mt*−*exon4*^ = 0.37; *klf9*: WT = 0.94, *thr*a^*mt*−*exon4*^ = 0.34; *thibz*: WT = 0.56, *thr*a^*mt*−*exon4*^ = 0.09).

We also compared the induced and repressed gene lists between wild type and *thr*a^*mt*−*exon4*^ tadpoles. This showed that only 5.9% (109 of 1,855) of the genes induced by T_3_ in WT were regulated after loss of *thra* (Figure 4A). 

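Among the 1182 features induced in WT, 30 were also induced in *thr*a mt*-*exon4 (2.54%), and 74.9% had a log_2_ fold change above 0 there. With DESeq2 105 of 1803 induced genes were also induced in *thr*a mt*-*exon4 (5.82%), and with limma-voom 25. A log_2_ fold change above 0.5 was reached by 334 of the 1182. The largest inductions among features with a symbol were of *pla2g2e* (XLOC_025285), from 0.419 ± 0.0185 to 94.1 ± 17.6 CPM (SD, n = 3 each), a log_2_ fold change of 7.81 (standard error 0.42, adjusted p = 3.2e-07, edgeR), of *xb-gene-5779195* (XLOC_035114), from 0.190 ± 0.0863 to 21.9 ± 6.69 CPM (SD, n = 3 each), a log_2_ fold change of 6.83 (standard error 0.40, adjusted p = 6.5e-07, edgeR), and of *otop1* (XLOC_027864), with 1, 0 and 0 counts in WT vehicle and 73, 122 and 127 counts in WT T_3_. None of these 3 genes was called in *thr*a mt*-*exon4 by edgeR or limma-voom, and DESeq2, which gave no adjusted p for *otop1* there, called neither of the others. In the edgeR fit *pla2g2e* alone of the 3 had an unadjusted p under 0.05 there, with a log_2_ fold change of −1.86 (adjusted p = 0.34, edgeR). For these 3 genes, a small share of another tissue in the WT T_3_ libraries cannot be told apart from induction by T_3_. The number of features induced in WT fell to 446, 700 and 412 when WT T_3_ replicates 1, 2 and 3 were left out in turn, and to 717 without WT vehicle replicate 3.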

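The genes of the paper with a matched identifier that edgeR's test called as induced by T_3_ in both genotypes were *thrb*, *klf9*, *thibz* (both features), *dio3*, *igf2*, *nr3c2* and *pim3*. For *pim3* (XLOC_013407) the level rose from 31.6 ± 1.83 to 67.8 ± 0.777 CPM in WT and from 46.4 ± 3.57 to 68.1 ± 4.49 CPM in *thr*a mt*-*exon4 (SD, n = 3 each), with log_2_ fold changes of 1.10 (adjusted p = 1.2e-06, edgeR) and 0.55 (adjusted p = 0.0037, edgeR). The gene *traf3* (XLOC_022068) rose from 16.5 ± 1.46 to 38.1 ± 2.41 CPM in WT (SD, n = 3 each), a log_2_ fold change of 1.20 (adjusted p = 3.7e-06, edgeR). In *thr*a mt*-*exon4 its log_2_ fold change of 0.38 did not pass the threshold (adjusted p = 0.097, edgeR) although all 3 T_3_ libraries, at 32.0 ± 1.81 CPM, lay above all 3 vehicle libraries, at 24.6 ± 2.17 CPM (SD, n = 3 each). Chance separates 3 from 3 libraries, in either direction, in 10% of comparisons. DESeq2 called *traf3* in *thr*a mt*-*exon4 (adjusted p = 0.0071); over all alternatives the adjusted p ran from 0.0071 to 0.38.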

Many of the well-known T_3_-induced genes are in this gene list (Supplemental Table 1), suggesting that TRβ is sufficient to mediate T_3_ regulation of a core set of TH response genes. However, in comparing the level of gene induction by T_3_ of these 109 genes (log_2_ fold change >0.5), we found that the majority of these genes exhibited impaired responses to the hormone (Supplemental Table 1); four examples that we validated by RTqPCR are shown in Figure 4B. 

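Of the 30 features induced in both genotypes, 23 had a smaller log_2_ fold change in *thr*a mt*-*exon4 (76.7%, Wilson 95% interval 59.1% to 88.2%), and of the 27 with a log_2_ fold change over 0.5 in WT, 22 did. The median log_2_ fold change of the 30 was 1.42 in WT and 0.74 in *thr*a mt*-*exon4, and the median share of the WT response that remained was 54.9% (84.1% among the 105 genes induced in both by DESeq2). The difference between the responses passed edgeR's test for 15 of the 30, and in all 15 the *thr*a mt*-*exon4 response was the smaller one. With DESeq2, 63 of 105 genes had a smaller response in *thr*a mt*-*exon4 (60.0%) and 29 differences were called, again all smaller in *thr*a mt*-*exon4. The share with a smaller response depended on *thr*a mt*-*exon4 T_3_ replicate 1, without which it was 42.4%; with any other library left out it lay above 50%. The *igf2* mRNA (XLOC_026888) rose from 5.86 ± 1.44 to 33.4 ± 1.14 CPM in WT and from 5.60 ± 0.948 to 10.8 ± 1.38 CPM in *thr*a mt*-*exon4 (SD, n = 3 each), log_2_ fold changes of 2.51 and 0.95 with a difference of −1.56 (standard error 0.23, adjusted p = 0.011, edgeR). Its induction in *thr*a mt*-*exon4 was close to the threshold (adjusted p = 0.039, edgeR) and was not called in 10 of 20 alternatives, among them those without any 1 of the WT T_3_ replicates, any 1 of the *thr*a mt*-*exon4 T_3_ replicates, or *thr*a mt*-*exon4 vehicle replicate 2 or 3. The *nr3c2* mRNA (XLOC_034214) rose from 18.1 ± 1.12 to 47.1 ± 3.27 CPM in WT and from 19.6 ± 0.474 to 32.7 ± 2.62 CPM in *thr*a mt*-*exon4 (SD, n = 3 each), log_2_ fold changes of 1.38 and 0.74. Their difference of −0.63 (standard error 0.11, adjusted p = 0.022, edgeR) was not called in 9 of 19 alternatives, among them those without any 1 of the WT T_3_ replicates, WT vehicle replicate 1 or 2, *thr*a mt*-*exon4 vehicle replicate 1, or *thr*a mt*-*exon4 T_3_ replicate 1 or 3. For *dio3* (XLOC_014986), which rose from 2.75 ± 0.631 to 10.8 ± 1.10 CPM in WT and from 2.10 ± 0.508 to 7.48 ± 0.282 CPM in *thr*a mt*-*exon4 (SD, n = 3 each), the log_2_ fold changes of 1.98 and 1.84 could not be distinguished (difference −0.14, standard error 0.25, adjusted p = 0.85, edgeR), and the sign of the difference changed without WT vehicle replicate 2 (0.01) or *thr*a mt*-*exon4 vehicle replicate 2 (0.07).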

While exogenous T_3_ caused significant increases in mRNA levels in both genotypes, the level of gene induction was reduced in *thr*a^*mt*−*exon4*^ compared with WT (fold change; *dio3*: WT = 3.2, *thr*a^*mt*−*exon4*^ = 2.6; *st3*: WT = 4.9, *thr*a^*mt*−*exon4*^ = 1.5; *igf2*: WT = 5.3, *thr*a^*mt*−*exon4*^ = 1.5; *nc3r2*: WT = 2.5, *thr*a^*mt*−*exon4*^ = 1.7). There were 169 genes that were induced by T_3_ in *thr*a^*mt*−*exon4*^ but not in WT.

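By edgeR's test 14 features were induced in *thr*a mt*-*exon4 and not in WT, with log_2_ fold changes in *thr*a mt*-*exon4 of 0.42 to 2.63. In WT their median log_2_ fold change was 0.09, and 8 of the 14 were higher in T_3_ than in vehicle there too. The difference between the responses was called for 3 of them, which were named after their values were seen. XLOC_034932 had a log_2_ fold change of −0.05 in WT and 0.62 in *thr*a mt*-*exon4 (adjusted p of the difference = 0.020, edgeR), and XLOC_029215, of low abundance, −0.97 and 1.87 (adjusted p of the difference = 0.019, edgeR). XLOC_044169 was repressed in WT, by −0.26, and induced in *thr*a mt*-*exon4, by 0.46 (adjusted p of the difference = 0.0021, edgeR). DESeq2 called 162 genes as induced in *thr*a mt*-*exon4 alone, 32 of them with a called difference, and limma-voom called 6. With single libraries left out the number ran from 3 (without *thr*a mt*-*exon4 vehicle replicate 1) to 101 (without *thr*a mt*-*exon4 T_3_ replicate 1).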

**Figure 4:**
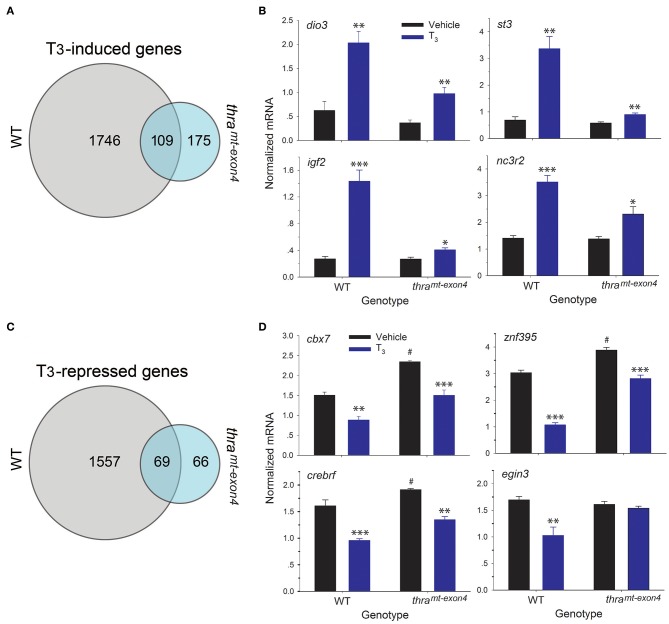
RNA sequencing shows that the majority of gene regulation responses to exogenous T_3_ are lost in *thr*a^*mt*−*exon4*^ tadpole brain. We treated wild type (WT) and *thr*a^*mt*−*exon4*^ premetamorphic (NF stage 54) tadpoles with T_3_ (5 nM) added to the aquarium water for 16 h, then analyzed mRNA levels in brain (region of the preoptic area/thalamus/hypothalamus) by RNA-sequencing or RTqPCR using relative quantification. **(A)** Venn diagram representing the numbers of T_3_-induced genes determined by RNA-sequencing conducted on RNA isolated from tadpole brains treated with or without T_3_. **(B)** Validation of gene regulation for four T_3_-induced genes found within the overlap between the WT and *thr*a^*mt*−*exon4*^ gene sets (109 genes). **(C)** Venn diagram representing the numbers of T_3_-repressed genes determined by RNA-sequencing conducted on RNA isolated from tadpole brains treated with or without T_3_. **(D)** Validation of gene regulation for four T_3_-repressed genes found within the overlap between the WT and *thr*a^*mt*−*exon4*^ gene sets (69 genes). Bars represent the mean ± SEM (*n* = 4/genotype/treatment). For comparisons of vehicle with T_3_ treated: ^*^p < 0.01, ^**^p < 0.001, ^***^p < 0.0001, Student's unpaired *t*-test. For comparisons of baseline mRNA levels (vehicle treated) among the two genotypes: ^#^*p* < 0.01, Student's unpaired *t*-test.

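T_3_ lowered the level of 1217 features in WT brain, and 9 of these were also lowered in *thr*a mt*-*exon4 (0.740%) by edgeR's test, with 76.4% at a log_2_ fold change below 0 there. DESeq2 called 1596 repressed genes in WT, of which 66 were repressed in *thr*a mt*-*exon4 (4.14%). The 9 shared features are known here by identifier only. With 1 library left out, the number repressed in WT was 412, 759 and 412 without WT T_3_ replicates 1, 2 and 3, and it reached 1274 without *thr*a mt*-*exon4 vehicle replicate 1. The share of 0.740% depended on WT vehicle replicate 3. Without that library it came within 1.5 times of the paper's 4.2%, and without any other single library it did not. A log_2_ fold change under −0.5 was reached by 486 of the 1217. The features with a symbol are all near the weak end of the list. Of these *etv1* (XLOC_031144) went from 88.3 ± 4.11 to 75.7 ± 4.74 CPM in WT (SD, n = 3 each), a log_2_ fold change of −0.22 (standard error 0.06, adjusted p = 0.023, edgeR), and in *thr*a mt*-*exon4 its log_2_ fold change was 0.03 (adjusted p = 0.92, edgeR). The features *a8wgt9_xentr/cald1* (XLOC_016044) and *hook2* (XLOC_024418) also fell in WT at log_2_ fold changes of −0.22 (adjusted p = 0.021 and 0.027, edgeR) and had log_2_ fold changes of −0.01 and 0.05 in *thr*a mt*-*exon4 (adjusted p = 0.98 and 0.85, edgeR). The WT call was lost in 4 of 20 alternatives for *etv1*, in 6 for *a8wgt9_xentr/cald1* and in 7 for *hook2*. The difference between the genotypes was not called for any of the 3 by edgeR (adjusted p = 0.18, 0.23 and 0.16), DESeq2 or limma-voom, although each had an unadjusted p under 0.05 in edgeR.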

For T_3_-repressed genes, only 4.2% (69 of 1,626) of the genes repressed by T_3_ in WT were regulated after loss of *thra* (Figure 4C). For genes common to WT and *thr*a^*mt*−*exon4*^, the majority had elevated baseline mRNA levels (fold change; *dio3*: WT = 3.2, *thr*a^*mt*−*exon4*^ = 2.6; *st3*: WT = 4.9, *thr*a^*mt*−*exon4*^ = 1.5; *igf2*: WT = 5.3, *thr*a^*mt*−*exon4*^ = 1.5; *nc3r2*: WT = 2.5, *thr*a^*mt*−*exon4*^ = 1.7). 

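Of the 9 features repressed in both genotypes, 6 had a higher baseline mRNA in *thr*a mt*-*exon4 than in WT (66.7%, Wilson 95% interval 35.4% to 87.9%). The baseline log_2_ fold changes ran from −0.68 to 0.71 with a median of 0.08. None of the 6 passed edgeR's test of the baseline, and 3 of them had an unadjusted p under 0.05. The 1 feature with a called baseline, XLOC_031150 (named after its values were seen), was lower in *thr*a mt*-*exon4, with a log_2_ fold change of −0.68 (adjusted p = 0.0088, edgeR). With DESeq2, 47 of the 66 shared genes had a higher baseline in *thr*a mt*-*exon4, of which 2 were called, and with limma-voom 4 of 7 with none called. In 20 simulated sets with the WT baseline in *thr*a mt*-*exon4, the share with a higher baseline ran from 0% to 100% (mean 53.1%). The observed share was 33.3% without WT vehicle replicate 2 and 25% without *thr*a mt*-*exon4 T_3_ replicate 2.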

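Of the features repressed in both genotypes, 6 of 9 had a smaller response in *thr*a mt*-*exon4 (66.7%), and of the 6 with a log_2_ fold change under −0.5 in WT, 4 did. The median log_2_ fold change was −0.64 in WT and −0.62 in *thr*a mt*-*exon4. The difference between the responses was called for 0 of the 9 by edgeR's test and for 2 at an unadjusted p under 0.05. It was called for 0 of 7 by limma-voom and for 3 of 66 by DESeq2, with which 49 of 66 responses were smaller in *thr*a mt*-*exon4. The strongest WT repressions of the 9 were those of XLOC_042222, with log_2_ fold changes of −1.57 in WT and −1.42 in *thr*a mt*-*exon4 (adjusted p of the difference = 0.90, edgeR), and XLOC_028487, with −1.35 and −0.91 (adjusted p of the difference = 0.31, edgeR); both were named after their values were seen. Without *thr*a mt*-*exon4 T_3_ replicate 1 the share with a smaller response was 30.0%, and without *thr*a mt*-*exon4 vehicle replicate 2 it was 33.3%.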

In comparing the level of gene repression by T_3_ of these 70 genes (log_2_ fold change > −0.5), we found that many of these genes exhibited reduced responses to the hormone (Supplemental Table 1); three examples that we validated by RTqPCR are shown in Figure 4D. While exogenous T_3_ caused significant decreases in mRNA levels in both genotypes, the level of gene repression was slightly reduced in *thr*a^*mt*−*exon4*^ compared with WT (% change relative to baseline; *cbx7*: WT = −70.2%, *thr*a^*mt*−*exon4*^ = −56%; *znf395*: WT = −184%, *thr*a^*mt*−*exon4*^ = −38%; *crebrf* : WT = −68%, *thr*a^*mt*−*exon4*^ = −42%). Also shown in Figure 4D is one example of a gene (*egin3*) that was repressed by T_3_ in WT (% change relative to baseline: −65%), but was not regulated in *thr*a^*mt*−*exon4*^; also, this gene's baseline mRNA level was not different among the two genotypes. 

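By edgeR's test 3 features were repressed by T_3_ in *thr*a mt*-*exon4 and not in WT: *brs3*, *neurod6* and XLOC_024907. The *brs3* mRNA (XLOC_020715) went from 11.2 ± 1.26 to 6.44 ± 0.473 CPM in *thr*a mt*-*exon4 (SD, n = 3 each), a log_2_ fold change of −0.80 (standard error 0.13, adjusted p = 0.027, edgeR), while in WT it went from 7.78 ± 0.958 to 10.5 ± 1.54 CPM (SD, n = 3 each), a log_2_ fold change of 0.43 (adjusted p = 0.051, edgeR). The *neurod6* mRNA went from 25.1 ± 1.07 to 17.8 ± 1.21 CPM in *thr*a mt*-*exon4 and from 21.1 ± 1.91 to 27.2 ± 2.36 CPM in WT (SD, n = 3 each), log_2_ fold changes of −0.50 (adjusted p = 0.041, edgeR) and 0.37 (adjusted p = 0.021, edgeR), so that it was repressed in *thr*a mt*-*exon4 and induced in WT. The difference between the responses was called for both genes by edgeR, at −1.23 for *brs3* (adjusted p = 0.011, edgeR) and −0.87 for *neurod6* (adjusted p = 0.0097, edgeR). XLOC_024907, which was named after its values were seen, had a log_2_ fold change of −0.37 in *thr*a mt*-*exon4 and −0.01 in WT (adjusted p of the difference = 0.11, edgeR). The repression in *thr*a mt*-*exon4 was not called in 7 of 20 alternatives for *brs3* and in 12 of 20 for *neurod6*. The number of features repressed in *thr*a mt*-*exon4 alone was 63 with DESeq2, 20 of them with a called difference, and 0 to 16 with single libraries left out, the highest without WT vehicle replicate 3.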

There were 50 genes that were repressed by T_3_ in *thr*a^*mt*−*exon4*^ but not in WT.

Lastly, we identified 10 core cell cycle control genes in the list of genes regulated by T_3_ in WT, and then looked for these genes in the T_3_ regulated list from *thr*a^*mt*−*exon4*^ tadpoles. This showed several cyclins and cyclin-dependent kinases and an E2F transcription factor were regulated by T_3_ in WT brain (Table 2). However, none of these genes were changed by T_3_ in *thr*a^*mt*−*exon4*^ tadpole brain. 

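Identifiers could be paired with 6 of the 10 genes of Table 2. In WT all 6 had a higher level in T_3_, with log_2_ fold changes of 0.24 to 0.63. Over all features tested, edgeR called 4 of them: *ccnj* (XLOC_027945, log_2_ fold change 0.63, standard error 0.09, adjusted p = 0.0012), *ccnd2* (XLOC_033911, 0.41, standard error 0.08, adjusted p = 0.0098), *e2f6* (XLOC_044083, 0.25, standard error 0.06, adjusted p = 0.026) and *cdk13* (XLOC_036716, 0.24, standard error 0.06, adjusted p = 0.022). The identifier of *ccnd2* also carries the symbol *c12orf5*, so its counts cannot be given to one gene alone. *cdk8* (XLOC_040437, log_2_ fold change 0.31, adjusted p = 0.088, edgeR) and *cdk11b* (XLOC_026683, log_2_ fold change 0.24, adjusted p = 0.063, edgeR) were not called over all features. Adjusted over the list alone all 6 were called, which is not independent evidence since the paper chose the list on these samples. DESeq2 called all 6 over all genes and limma-voom 4. The DESeq2 calls and the rise of all 6 are no further support. A gene could be paired only from the lines of the paper's list used here, mostly induced genes and all called by DESeq2. The genes *cdk19*, *ccni* and *ccng2*, which the paper lists as repressed, were not among the 6. In CPM the changes were small beside those of the direct response genes: *ccnj* went from 22.7 ± 2.51 to 35.0 ± 0.755 CPM and *cdk13* from 62.9 ± 3.34 to 74.3 ± 2.16 CPM (SD, n = 3 each). Without WT vehicle replicate 3, or without any 1 of the WT T_3_ replicates, 2 of the 6 were called.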

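In *thr*a mt*-*exon4 the same 6 genes had log_2_ fold changes of −0.09 to 0.13 between T_3_ and vehicle. None was called by edgeR (adjusted p = 0.68 to 0.99), none had an unadjusted p under 0.05, none was called when adjusted over the list alone, and none was called by DESeq2 or limma-voom. The *ccnj* mRNA stood at 27.3 ± 2.59 CPM in vehicle and 29.9 ± 1.32 CPM in T_3_, and the *ccnd2* mRNA at 138 ± 13.6 and 134 ± 5.87 CPM (SD, n = 3 each). The direction of change in *thr*a mt*-*exon4 was not settled for *ccnd2*, *cdk11b* and *cdk13*, whose log_2_ fold changes of −0.04, 0.02 and 0.01 changed sign in some alternatives: without *thr*a mt*-*exon4 vehicle replicate 1 for *ccnd2*, without *thr*a mt*-*exon4 vehicle replicate 2 for *cdk11b* and *cdk13*, and without *thr*a mt*-*exon4 T_3_ replicate 3 or at equal depth for *cdk13*. The difference between the WT and *thr*a mt*-*exon4 responses was negative for all 6, from −0.49 to −0.17. Over all features tested, it was called for none by edgeR (adjusted p = 0.11 to 0.42) or limma-voom and for 2 by DESeq2, *ccnj* (adjusted p = 0.012) and *ccnd2* (adjusted p = 0.018). At an unadjusted p under 0.05, and likewise adjusted over the list alone, edgeR gave 4 differences.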

We will provide a full gene ontology and pathway analysis of T_3_-regulated genes in wild type tadpole brain in a future publication.

**Table 2:** Core cell cycle control genes regulated by T_3_ in wild type by not in *thr*a^*mt*−*exon4*^ premetamorphic tadpole brain^*^.

**Gene name**	**Gene symbol**	**Induced (I) or repressed (R)**
Cyclin J	ccnj	I
Cyclin D2	ccnd2	I
Cyclin-dependent kinase 2	cdk2	I
Cyclin-dependent kinase 8	cdk8	I
Cyclin-dependent kinase 11b	cdk11b	I
Cyclin-dependent kinase 13	cdk13	I
E2F transcription factor 6	e2f6	I
Cyclin-dependent kinase 19	cdk19	R
Cyclin I	ccni	R
Cyclin G2	ccng2	R

* *Data from RNA sequencing conducted on wild type and thra^mt−exon4^ NF stage 54 tadpole brain (diencephalon) treated with or without T_3_ (5 nM) for 16 h*.

Thyroid hormone receptors, in the absence of ligand, are resident in chromatin bound to DNA, where they generate a closed chromatin state and repress gene transcription by recruiting corepressor complexes (8). Unliganded TRs function to repress gene transcription in premetamorphic tadpoles prior to endogenous TH synthesis, and this action is hypothesized to be important for maintaining the tadpole stage, a life cycle stage important for growth and dispersal (i.e., the dual-function model) (30). We hypothesized that loss of TRα would lead to de-repression of genes that are typically induced by T_3_, which would be reflected in increased baseline mRNA levels for these genes in *thr*a^*mt*−*exon4*^ tadpoles. 

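The baseline mRNA was higher in *thr*a mt*-*exon4 vehicle than in WT vehicle for 36 of the features tested with edgeR, with a median log_2_ fold change of 0.51. Of these, 20 were induced by T_3_ in WT (55.6%), where 1.93 would be if the lists were independent. Because both comparisons use the same WT vehicle libraries, a library set that reads low in WT vehicle by chance raises both. In 20 simulated sets with the WT baseline in *thr*a mt*-*exon4, no feature was called, and of the 36 features with the strongest rise 3 to 13 were called as induced (mean 7.10). The genes with a symbol and the largest rise were *thrb* (log_2_ fold change 1.06, standard error 0.09, adjusted p = 0.00030, edgeR), *hmga2* (XLOC_019811), which stood at 1.33 ± 0.0478 CPM in WT vehicle and 2.54 ± 0.147 CPM in *thr*a mt*-*exon4 vehicle (SD, n = 3 each; log_2_ fold change 0.93, adjusted p = 0.027, edgeR), and *lman1l* (XLOC_019578; log_2_ fold change 0.80, adjusted p = 0.016, edgeR). Symbols came only from the paper's list of T_3_-regulated genes in WT, mostly its induced ones. That the named genes rise with T_3_ in WT is therefore favoured by selection. The baseline log_2_ fold change of *pim3* was 0.56 (standard error 0.07, adjusted p = 0.0048, edgeR) and that of *traf3* 0.57 (standard error 0.09, adjusted p = 0.013, edgeR). The call was kept in all 20 alternatives for *thrb*, lost in 1 for *pim3*, in 3 for *traf3*, in 4 for *lman1l* and in 8 for *hmga2*. DESeq2 called 207 genes with a higher baseline, 73 of which were induced in WT (35.3%). The edgeR number was 15, 14 and 185 without WT vehicle replicates 1, 2 and 3, and 15, 13 and 20 without *thr*a mt*-*exon4 vehicle replicates 1, 2 and 3. Without WT vehicle replicates 1, 2 and 3, in that order, 11, 12 and 44 of these features were induced by T_3_ in WT. The share of 55.6% therefore also depended on single libraries.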

Our RNA-seq analysis found 212 genes whose baseline mRNA levels were increased in *thr*a^*mt*−*exon4*^ tadpoles compared to WT; however, only 74 of these genes (35%) were regulated by T_3_ in WT (Figure 5A). Two examples of these genes analyzed by RTqPCR are shown in Figure 5B (fold change in baseline in *thr*a^*mt*−*exon4*^, *pim3*: 1.6; *traf3*: 1.5; see also *thrb* in Figure 3A). Of the 212 genes, 138 exhibited increased baseline mRNA levels *thr*a^*mt*−*exon4*^, but these genes were not regulated by T_3_ in WT.

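The other 16 features with a higher baseline in *thr*a mt*-*exon4 by edgeR's test were not called as induced or repressed by T_3_ in WT. In WT 10 of them were higher in T_3_ than in vehicle, and an unadjusted p under 0.05 was found for 3 of the 16, which are named after their values were seen. XLOC_005360 rose, with a log_2_ fold change of 0.12 (adjusted p = 0.13, edgeR), and XLOC_040218 and XLOC_035944 fell, with −0.23 (adjusted p = 0.13, edgeR) and −0.62 (adjusted p = 0.099, edgeR). By DESeq2 134 genes with a higher baseline were not induced in WT, of which 126 were called in neither direction. With single libraries left out edgeR's number was 2 without WT vehicle replicate 2, 3 without *thr*a mt*-*exon4 vehicle replicate 2, 4 without WT vehicle replicate 1 or *thr*a mt*-*exon4 vehicle replicate 1, 6 without *thr*a mt*-*exon4 vehicle replicate 3 and 141 without WT vehicle replicate 3.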

**Figure 5:**
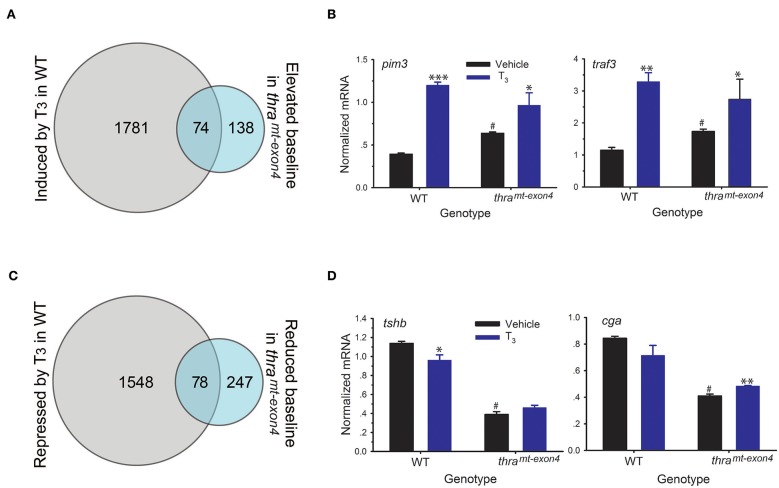
Effects of loss of TRα on baseline gene transcription in premetamorphic tadpole brain. We treated wild type (WT) and *thr*a^*mt*−*exon4*^ premetamorphic (NF stage 54) tadpoles with T_3_ (5 nM) added to the aquarium water for 16 h, then analyzed mRNA levels in brain (region of the preoptic area/thalamus/hypothalamus; including the pituitary) by RNA-sequencing or RTqPCR using relative quantification. **(A)** Venn diagram representing the number of T_3_-induced genes in WT and the number of genes whose baseline mRNA level was elevated in *thr*a^*mt*−*exon4*^ tadpoles, determined by RNA-sequencing conducted on RNA isolated from tadpole brains treated with or without T_3_. **(B)** Validation of gene regulation for two T_3_-induced genes found within the overlap between the T_3_ induced WT and elevated baseline in *thr*a^*mt*−*exon4*^ gene sets (74 genes). **(C)** Venn diagram representing the number of T_3_-repressed genes in WT and the number of genes whose baseline mRNA level was reduced in *thr*a^*mt*−*exon4*^ tadpoles, determined by RNA-sequencing conducted on RNA isolated from tadpole brains treated with or without T_3_. **(D)** Validation of gene regulation for two T_3_-repressed genes found within the overlap between the T_3_ repressed WT and reduced baseline in *thr*a^*mt*−*exon4*^ gene sets (78 genes). Bars represent the mean ± SEM (*n* = 4/genotype/treatment). For comparisons of vehicle with T_3_ treated: ^*^p < 0.01, ^**^p < 0.001, ^***^p < 0.0001, Student's unpaired *t*-test. For comparisons of baseline mRNA levels (vehicle treated) among the two genotypes: ^#^*p* < 0.01, Student's unpaired *t*-test.

We also found 325 genes whose baseline mRNA level was reduced in *thr*a^*mt*−*exon4*^ tadpoles compared with WT (Figure 5C). 

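By edgeR's test the baseline mRNA of 91 features was lower in *thr*a mt*-*exon4 than in WT, with a median log_2_ fold change of −0.71. Symbols came from the part of the paper's list of T_3_-regulated genes in WT that holds mostly induced genes. Features with a symbol are therefore mostly induced in WT by selection, while edgeR called 3 of the 91 as induced there. The features with a symbol and the largest decrease were *ttc25* (XLOC_027808), at 4.19 ± 0.560 CPM in WT vehicle and 2.32 ± 0.0332 CPM in *thr*a mt*-*exon4 vehicle (SD, n = 3 each), a log_2_ fold change of −0.86 (standard error 0.14, adjusted p = 0.017, edgeR), *dbndd1* (XLOC_036130), at 54.5 ± 5.90 and 39.7 ± 2.90 CPM (SD, n = 3 each), a log_2_ fold change of −0.46 (standard error 0.09, adjusted p = 0.033, edgeR), and *efhd1* (XLOC_032319), at 42.5 ± 2.97 and 32.1 ± 0.662 CPM (SD, n = 3 each), a log_2_ fold change of −0.40 (standard error 0.07, adjusted p = 0.018, edgeR). For each of the 3 the *thr*a mt*-*exon4 vehicle libraries all lay below the WT vehicle libraries. The calls were lost in 6, 9 and 6 of 20 alternatives. DESeq2 called 318 genes with a lower baseline and limma-voom 100. Each vehicle library moved the edgeR number. It was 30, 27 and 319 without WT vehicle replicates 1, 2 and 3, and 18, 34 and 45 without *thr*a mt*-*exon4 vehicle replicates 1, 2 and 3.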

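T_3_ repressed 21 of the 91 features of lower baseline in WT (23.1%), where 5.03 would be if the lists were independent. The WT vehicle libraries are again common to both comparisons. In the 20 simulated sets with the WT baseline in *thr*a mt*-*exon4, 5 to 17 of the 91 features with the strongest decrease were called as repressed (mean 10.3). By DESeq2 78 of 318 genes of lower baseline were repressed in WT (24.5%). Without WT vehicle replicates 1, 2 and 3 the edgeR overlap was 5, 5 and 77 features, without WT T_3_ replicates 1, 2 and 3 it was 8, 8 and 7, without *thr*a mt*-*exon4 vehicle replicates 1, 2 and 3 it was 7, 9 and 12, and without *thr*a mt*-*exon4 T_3_ replicate 2 it was 13.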

Of the 325 genes, 78 (25%) corresponded to genes that were repressed by T_3_ in WT. The remaining 247 genes with elevated baseline mRNA levels in *thr*a^*mt*−*exon4*^ were not regulated by T_3_ in WT. 

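In the edgeR fit 70 of the 91 features with a lower baseline in *thr*a mt*-*exon4 were not repressed by T_3_ in WT, and 67 of them were not called in either direction. The other 3 were induced in WT, among them *dbndd1* (log_2_ fold change 0.38, adjusted p = 0.016, edgeR) and *ttc25* (0.46, adjusted p = 0.045, edgeR). Of the 70, 52 were lower in T_3_ than in vehicle in WT, and 17 of these had an unadjusted p under 0.05. DESeq2 gave 240 such genes, 229 of them called in neither direction and 11 induced. Without WT vehicle replicate 3 edgeR gave 242, and without any other vehicle library 11 to 33.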

Two examples of these genes analyzed by RTqPCR are shown in Figure 5D, one that was repressed by T_3_ in WT (*tshb*: change in baseline in *thr*a^*mt*−*exon4*^ = −66%) and one that was not significantly affected by T_3_ in WT (*cga*: change in baseline in *thr*a^*mt*−*exon4*^ = −51%). These two genes code for subunits of the glycoprotein hormone thyroid stimulating hormone (TSH; *tshb*—TSHβ, *cga*—common glycoprotein subunit alpha); note that the region of the tadpole brain that we dissected for RNA-seq analysis contained the pituitary gland.

## Discussion

Here we show that TRα is required for T_3_-dependent cell expansion in *Xenopus* tadpole brain during metamorphosis, which supports previous findings that used non-genetic approaches (10). The *thra* mRNA is 135 times more abundant than *thrb* mRNA, supporting that this is the major TR subtype in premetamorphic tadpole brain (10, 31). Furthermore, we found that TRα is required for 95% of the gene regulation responses to T_3_ in premetamorphic tadpole brain. Genes that were regulated by T_3_ in both genotypes exhibited impaired gene regulation responses in TRa knockout tadpole brain, both in their kinetics and magnitude of induction.

In the unliganded state, TRs are resident in chromatin where they recruit co-repressors to generate a compact chromatin state, and repress gene transcription. Hormone binding to TRs results in the exchange of co-repressors for co-activators, which generates an open chromatin environment promoting gene transcription (8). Current evidence supports that TRs have two general roles in tadpoles related to their repressor and activator functions, which is referred to as the dual function model (30, 32–34). During premetamorphosis, before the thyroid gland is developed and producing T_3_, when existing TRs are in the unliganded form, TRs (predominantly TRα) repress gene transcription required for transformation of the tadpole into the juvenile adult, thereby maintaining the tadpole stage. When T_3_ production rises during prometamorphosis, the aporeceptor is converted to a transcriptional activator, recruiting histone modifying enzymes that generate an open chromatin structure required for active transcription. The TRα is hypothesized to be necessary to establish competence of cells to respond to T_3_ (30).

Earlier findings from our laboratory showed that mitosis in neurogenic zones of the tadpole brain increased dramatically at the beginning of metamorphosis, and reached a peak at NF stage 56, which correlated with rising plasma T_3_ concentration (10). Neural cell proliferation can be induced precociously by the addition of T_3_ to the aquarium water of premetamorphic tadpoles (NF stage 50–52); whereas, we found that cell proliferation in prometamorphic tadpole brain was reduced to premetamorphic levels by treatment with the goitrogen methimazole, which blocks the endogenous rise in plasma T_3_. We also provided strong evidence that the action of T_3_ on neural cell proliferation is mediated by TRα. For example, using ISHH and IHC, we found that TRα is highly expressed in neurogenic zones of tadpole brain, with strongest expression in proliferating cells. Furthermore, treatment with the TRα selective agonist CO23 induced mitosis. By contrast, we found that TRβ was expressed outside of neurogenic zones where neural cells undergo migration and differentiation, and treatment of tadpoles with two TRβ selective ligands, GC1 and GC24, at concentrations that preferentially activate TRβ, failed to induce cell proliferation (10, 35). These findings, using pharmacological agents combined with histochemistry, support the view that the TRα mediates hormone action on mitosis in tadpole brain.

Our current findings using mutant tadpoles deficient in TRα provide additional support for this model. We found that the *thr*a^*mt*−*exon4*^ tadpoles had proportionally smaller brains corrected for body size, both during prometamorphosis when cell proliferation is maximal, and in the newly metamorphosed juvenile frog. This may be explained by our finding that early prometamorphic *thr*a^*mt*−*exon4*^ tadpoles had fewer pH3-positive cell nuclei in their brains compared with WT. These differences between the two genotypes is likely due to complete impairment of T_3_ dependent cell proliferation, since we found that premetamorphic *thr*a^*mt*−*exon4*^, unlike WT tadpoles, were totally resistant to exogenous T_3_ effects on gross morphological changes, and pH3-ir in the brain. Taken together with our previous work (10), these new findings provide strong support for an essential role for TRα in T_3_-dependent neurogenesis in *Xenopus* tadpole brain.

We saw a small (~30%), but statistically significant decrease in pH3-ir after T_3_ treatment in *thr*a^*mt*−*exon4*^ tadpole brain. This may be due to the upregulation of *thrb* in the absence of the proliferative actions of liganded TRα, since several lines of evidence support that TRβ functions to limit cell proliferation, and induce cell differentiation. The level of *thrb* mRNA in tadpole brain is low or non-detectable during premetamorphosis, then rises during prometamorphosis in response to increasing plasma T_3_ titer, and peaks at metamorphic climax when most cells in the brain have exited the cell cycle, migrated, and are in the process of differentiating and maturing (10, 23). Experiments using the TRβ specific T_3_ analog GC1 support the view that TRβ functions in cell differentiation and apoptosis (10, 36). Thyroid hormone receptor β is expressed predominantly outside of neurogenic zones in tadpole brain (10), consistent with a role in cell migration and differentiation. We hypothesize that the reduction in pH3-ir that we observed in *thr*a^*mt*−*exon4*^ tadpole brain after treatment with T_3_ is due to the actions of TRβ, which is autoinduced in *thr*a^*mt*−*exon4*^ tadpole brain as it is in WT (see Figure 3A). With the loss of TRα, the ability of T_3_ to induce cell proliferation is lost; whereas, induction of TRβ may promote neural progenitors to exit the cell cycle and to differentiate.

Our results support that TRα is the major TR subtype expressed in tadpole brain, and its loss leads to profound deficits in gene regulation responses to T_3_. Until now, analysis of gene regulation in *thra* mutant tadpoles was limited to a handful of known T_3_ regulated genes (20, 22, 37, 38). Here we used RNA-seq after treatment with T_3_ to provide an unbiased, transcriptomic analysis of the effects of loss of TRα on gene regulation in tadpole brain. This showed that only 5.1% of the genes regulated by T_3_ in WT tadpole brain were similarly regulated in *thr*a^*mt*−*exon4*^ animals. Furthermore, genes that were regulated by T_3_ in both genotypes exhibited impaired responses to the hormone in *thr*a^*mt*−*exon4*^ tadpole brain. For three well-known direct T_3_ response genes (*thrb, klf9, thibz*), we saw impaired kinetics in response to the hormone, and also a reduction in the maximal level of gene induction. This suggests that, while this subset of genes can be regulated by TRβ, and indeed, their delayed response likely reflects the time required to autoinduce *thrb* and produce functional TRβ protein, TRα is required for the initial and maximal response to the hormone. Taken together, the data support that TRα is required for cells to become competent to respond to the hormone, and to maintain a sustained response (30).

Interestingly, we found that 57.5% of the genes regulated by T_3_ in *thr*a^*mt*−*exon4*^ were only regulated in the mutant genotype and not in WT. This may be explained by TRα having a normal function of counteracting T_3_ actions on gene transcription mediated by TRβ, which are unmasked when TRα is lost. This is supported by findings in the mammalian pituitary thyrotrophic cell line Tα1T, where TRα is recruited to the *Tshb* gene promoter only after knockdown of TRβ (39).

The loss of TRα also affected the baseline mRNA level of some genes (212 increased, 325 decreased in *thr*a^*mt*−*exon4*^). However, only 35% of the genes whose baseline mRNA levels were increased after loss of TRα were induced by T_3_ in WT. The increase in baseline mRNA levels of T_3_ regulated genes after loss of TRα is likely due to loss of the repressor actions of unliganded TRα, as has been shown previously (20, 22, 37, 38). Interestingly, baseline transcription (vehicle treated) of a subset of genes (325) was reduced in the absence of TRα, supporting that this unliganded nuclear receptor is necessary to support gene transcription in the absence of hormone. Of these genes, 24% were also repressed by T_3_ in WT. Taken together, our findings support that TRα is not only required for gene regulation responses to T_3_ in tadpole brain, but also plays an important role in maintaining normal baseline gene transcription. This supports studies conducted on other tadpole tissues that showed dysregulation of baseline gene transcription in TRα knockout tadpoles (20, 22, 37, 38).

Lastly, our RNA-seq analysis provides a molecular basis for the loss of T_3_-dependent cell proliferation that we saw in *thr*a^*mt*−*exon4*^ tadpole brain. We found 10 core cell cycle control genes that were induced by T_3_ in WT, but not in *thr*a^*mt*−*exon4*^ tadpole brain. These included several cyclins, cyclin-dependent kinases and an E2F transcription factor. Taken together, our findings support the view that the TRα is the major TR subtype expressed in tadpole brain, and it is required for T_3_ action on cell proliferation. The vast majority of genes regulated by T_3_ in tadpole brain, both induced and repressed, depend on TRα.

## Data Availability

The datasets generated for this study can be found in GEO, GSE130816.

## Ethics Statement

All procedures involving animals were conducted under an approved animal use protocol (PRO00006809) in accordance with the guidelines of the Institutional Animal Care and Use Committee at the University of Michigan.

## Author Contributions

LW designed and conducted experiments, analyzed data, and helped to write the manuscript. CH conducted experiments, analyzed data, and helped to write the manuscript. CS analyzed data and helped to write the manuscript. RD designed experiments, analyzed data, and wrote the manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

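RNA of the preoptic area/thalamus/hypothalamus, with the pituitary, of NF stage 54 *X. tropicalis* tadpoles was sequenced in 12 libraries, 3 for each of WT vehicle, WT T_3_, *thr*a mt*-*exon4 vehicle and *thr*a mt*-*exon4 T_3_. Each library pooled 5 tadpoles, and T_3_ was given at 5 nM for 16 h. The genotype, treatment and replicate of each library came from the sample labels.

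According to the methods, the authors mapped single-end Illumina reads, sequenced over a pair of lanes, to the v4.1 *X. tropicalis* genome with Bowtie and counted them with RSEM on the MNHN gene model; the version of RSEM and the lane of each library are not given in the sources used here. The authors deposited RSEM expected counts for each feature, without normalization, in which a read that fits several features is shared between them. The authors also deposited TPM and FPKM values and feature lengths per library, which RSEM derives from the same counts; these were not used for any test. The expected counts of the whole-series table equalled those of each library's own table. All columns of per-sample values belonged to the 12 libraries.

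From the deposited expected counts, rounded to whole numbers, library sizes were scaled by TMM, features with low counts were removed with filterByExpr over the 4 groups, and 22018 features were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) in 1 fit of all groups, which share 1 estimate of the spread. Adjusted p values are Benjamini-Hochberg values within a contrast, at a threshold of 0.05. CPM values use TMM library sizes. The methods name limma, which was run as an alternative (limma 3.58.1, voom), as was DESeq2 1.42.0. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Other alternatives, set before the data were examined, were median-of-ratios size factors, no filter on low counts, fits of only the groups compared, the replicate number as a block, a log_2_ fold change over 0.5 in size, equal depth, and each of the 12 libraries left out in turn. Leaving out the new_exon features was added after the data were seen.

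The genes named are those the paper names as measured in brain, where an identifier could be paired, and for each contrast the 3 genes with a symbol with the largest log_2_ fold change in each direction that passed the threshold with separate groups, or for the difference of responses past the threshold only. Values of induced genes in the paper's table had been seen when this rule was written. Identifiers were paired with symbols through Supplemental Table 1 alone, and no test of overlap was made on it because only its first 1997 lines were used. No identifier was paired with 12 other symbols of the paper, *thra* among them. Synonyms were not used, so a gene of these can be present here under another symbol. The values of some further genes are not reported here.

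The steps were tested on simulated counts with 200 of 21751 features changed by a log_2_ fold change of 1 in WT: edgeR recovered 70.5% for the T_3_ response of WT with 6 false calls, and 54.5% for the difference of the responses with 5. DESeq2 recovered 72.5% with 34 false calls among 21590 genes and 62.0% with 26 among 22017. Shared vehicle libraries were weighed with 20 simulated sets. Wilson intervals treat features as independent and cover no variation between tadpoles. RTqPCR, immunohistochemistry and morphometry were not analysed here.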

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

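In this part the tests of library depth, of scaling and of single libraries, for the responses that differ and for the genes high in WT T_3_, were chosen after the results were seen, and *lman1l*, *brs3* and *neurod6* were added after their values were seen.

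The response to T_3_ differed between the genotypes for 116 features by edgeR's test of the difference. Splitting the genotype labels of the libraries within each treatment in other ways, 100 drawn of 200, gave as many calls in 2, the real split included. The 1 other split gave 643, more than the real one. It kept the T_3_ libraries apart by genotype and mixed the vehicle libraries, so that differences of level under T_3_ enter it. Splits of genotype labels also break up differences of level, which 1515 features showed under T_3_. They test for no effect of genotype of any kind, so they cannot exclude chance for a difference of responses alone. Library depth was tested by thinning each library to 1 total, which kept 105 of the 116. Median-of-ratios size factors kept 116, but they moved the median log_2_ difference of all features only from 0.03 to 0.01, so an effect of the scaling cannot be told apart by them. With 1 library left out at least 38 features were called (without WT T_3_ replicate 3), and the number was 42 and 54 without WT T_3_ replicates 1 and 2, 69 without WT vehicle replicate 2, 62 without *thr*a mt*-*exon4 vehicle replicate 1, and 71 and 59 without *thr*a mt*-*exon4 T_3_ replicates 2 and 3, so no one library carries all of them. Depth and a single library therefore leave calls unexplained. Loss of TRα is the biological explanation the design names, as a hypothesis. Differences of rearing or of sequencing lane between the genotypes stay open and were not tested, since the lane of each library is not given in the sources used here.

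The log_2_ response to T_3_ was smaller in *thr*a mt*-*exon4 by the test of the difference for *thrb* (−1.60), *thibz* (XLOC_028082; −2.30), *igf2* (−1.56), *nr3c2* (−0.63), *pim3* (−0.55) and *traf3* (−0.82). A smaller response can come from a higher vehicle level alone, in which case the levels under T_3_ would be equal. Among the 15 features induced in both genotypes with a smaller response, 11 had a lower level in *thr*a mt*-*exon4 T_3_ than in WT T_3_ by edgeR's test, and 6 had a called higher level in *thr*a mt*-*exon4 vehicle, so a higher vehicle level alone does not account for the set. It may account for *pim3*, whose levels under T_3_ did not differ (log_2_ difference 0.01, adjusted p = 0.97, edgeR), while *igf2* was lower under T_3_ (−1.63, adjusted p = 0.00028, edgeR) with no called baseline difference. The differences for *nr3c2* and *pim3* were not called without any 1 of the WT T_3_ replicates, WT vehicle replicate 1, *thr*a mt*-*exon4 vehicle replicate 1 or *thr*a mt*-*exon4 T_3_ replicate 3, nor for *nr3c2* without WT vehicle replicate 2 or *thr*a mt*-*exon4 T_3_ replicate 1, nor for *pim3* without *thr*a mt*-*exon4 T_3_ replicate 2. That for *thibz* (XLOC_028082) was not called by limma-voom or without WT T_3_ replicate 3. The difference of the other *thibz* feature, XLOC_028061, was −1.65 and was not called by edgeR (adjusted p = 0.52), DESeq2 or limma-voom.

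Symbols were known mostly for genes induced in WT. Of the genes with a symbol whose difference passed the threshold, 55 had a negative and 0 a positive difference. Among them, the largest in size were high in WT T_3_ alone: *pla2g2e* (difference −9.66), *xb-gene-5779195* (−7.74) and *OTOL1* (XLOC_030373; −7.09). Their fitted differences rest on low counts outside WT T_3_ and are uncertain in size; *OTOL1* had 176, 203 and 292 counts in WT T_3_ and at most 11 in any other library, and its difference was not called by limma-voom or without *thr*a mt*-*exon4 vehicle replicate 2. A dissection difference in a single library was tested by the number of WT T_3_ libraries in which these genes lay above every other library, which was 3 of 3 and argues against it. Another tissue in all WT T_3_ libraries was tested by the number of features far above the rest there. At least 1 CPM and at least 10 times above each of the other 9 libraries there were 4, these and *otop1*. The other groups had 0 each. No wider set of features was seen at this bar, which gives no sign of a large share of another tissue. A small share could pass the bar with few features, so it cannot be told apart from induction by T_3_. No record of the dissected tissue per library was used here. Loss of TRα stays open as the biological explanation.

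The T_3_ response was opposite in the genotypes for *lman1l* (difference −1.14), *brs3* (−1.23) and *neurod6* (−0.87), each higher in T_3_ than in vehicle in WT and lower in *thr*a mt*-*exon4. Their rise in WT was favoured by the naming, since symbols were known mostly for genes induced there. Called by edgeR were the WT and the *thr*a mt*-*exon4 response of *neurod6*, the WT response of *lman1l* and the *thr*a mt*-*exon4 response of *brs3*. Of the features called in *thr*a mt*-*exon4 alone, 3 passed the test of the difference, *brs3* among them, and a threshold passed in 1 genotype only cannot be told apart from a real difference for the rest, because the 15 were chosen by a call in *thr*a mt*-*exon4 and none in WT, which by itself favours features whose responses differ. The difference of *lman1l* was not called without WT T_3_ replicate 1 (adjusted p = 9.2e-07 to 0.051 over the alternatives, edgeR, limma-voom and DESeq2). No technical explanation was tested for these genes one by one, and loss of TRα stays open as the biological one.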

How the results depend on the processing

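The alternative without new_exon features, and the results on features called in *thr*a mt*-*exon4 alone and on baseline differences outside the T_3_ lists, were chosen after the data were seen; the other alternatives and results were set before.

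Of 65 log_2_ fold changes of named genes, 51 were called by edgeR, and of their 1007 values under the alternatives 881 kept direction and call, 126 kept the direction and lost the call, and 0 changed sign. The other 14 were not called; of their 277 values 250 stayed so in the same direction, 20 gained a call and 7 changed sign. The sign changes, none with a call, came in 4 log_2_ fold changes. With 1 library left out the *thr*a mt*-*exon4 response ran from −0.118 to 0.0200 for *ccnd2/c12orf5* (above 0 without *thr*a mt*-*exon4 vehicle replicate 1), from −0.0273 to 0.0592 for *cdk11b* (below 0 without *thr*a mt*-*exon4 vehicle replicate 2) and from −0.0467 to 0.0335 for *cdk13* (below 0 without *thr*a mt*-*exon4 vehicle replicate 2, and −0.0141 without *thr*a mt*-*exon4 T_3_ replicate 3), and it was −0.0102 for *cdk13* at equal depth. The difference of the *dio3* responses ran from −0.328 to 0.0668, above 0 without *thr*a mt*-*exon4 vehicle replicate 2 and without WT vehicle replicate 2 (0.00911). Median-of-ratios size factors moved none of the counts or shares by more than 1.5 times or beyond their interval, nor did leaving out the new_exon features. The number of cell cycle genes of Table 2 called in *thr*a mt*-*exon4 was 0 under edgeR in every alternative, as under DESeq2 and limma-voom, with 0 at an unadjusted p under 0.05 in edgeR.

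DESeq2 in place of edgeR gave 396 features T_3_-regulated in *thr*a mt*-*exon4, 1803 induced in WT, 267 induced in *thr*a mt*-*exon4, 129 repressed in *thr*a mt*-*exon4, 182 regulated in both genotypes and 655 with different responses. It also gave 207 with a higher baseline, 318 with a lower baseline, 73 with a higher baseline and induced in WT, 78 with a lower baseline and repressed in WT, 162 induced in *thr*a mt*-*exon4 alone and 63 repressed in *thr*a mt*-*exon4 alone. The other numbers moved were 134 with a higher baseline and not induced in WT and 240 with a lower baseline and not repressed in WT. The share of WT features also called in *thr*a mt*-*exon4 was 5.35%, the share of *thr*a mt*-*exon4 features called in *thr*a mt*-*exon4 alone was 54.0% and the share of WT features with the same direction in *thr*a mt*-*exon4 was 72.4%. The cause was not tested further than the simulated counts described under the other observations. By limma-voom there were 6 features induced in *thr*a mt*-*exon4 alone. The cause was not tested.

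Without a filter on low counts edgeR gave 114 features T_3_-regulated in *thr*a mt*-*exon4, 89 induced in *thr*a mt*-*exon4, 25 repressed in *thr*a mt*-*exon4, 51 induced in *thr*a mt*-*exon4 alone and 8 repressed in *thr*a mt*-*exon4 alone. The share of WT features also called in *thr*a mt*-*exon4 was 2.73% and the share of *thr*a mt*-*exon4 features called in *thr*a mt*-*exon4 alone was 48.2%. The cause was not tested. At equal depth edgeR gave 7 features repressed in *thr*a mt*-*exon4, 7 induced in *thr*a mt*-*exon4 alone and 1 repressed in *thr*a mt*-*exon4 alone. Equal depth leaves fewer counts per library.

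In fits of only the groups compared edgeR gave 30 features T_3_-regulated in *thr*a mt*-*exon4, 764 repressed in WT, 25 induced in *thr*a mt*-*exon4, 5 repressed in *thr*a mt*-*exon4, 23 regulated in both genotypes and 7 with a higher baseline. It also gave 21 with a lower baseline, 5 with a higher baseline and induced in WT, 8 with a lower baseline and repressed in WT, 7 induced in *thr*a mt*-*exon4 alone, 1 repressed in *thr*a mt*-*exon4 alone and 2 with a higher baseline and not induced in WT. The other numbers moved were 13 with a lower baseline and not repressed in WT. The share of WT features with the same direction in *thr*a mt*-*exon4 was 78.5% and the share of features induced in both with a smaller *thr*a mt*-*exon4 response was 88.9%. These fits hold fewer samples, and they give no value for the difference of the responses. At a log_2_ fold change over 0.5 in size edgeR gave 820 features T_3_-regulated in WT, 334 induced in WT, 486 repressed in WT, 7 repressed in *thr*a mt*-*exon4, 18 with a higher baseline and 11 with a higher baseline and induced in WT. It also gave 7 with a lower baseline and repressed in WT, 1 of the cell cycle genes of Table 2 regulated in WT and 7 with a higher baseline and not induced in WT. The share of WT features also called in *thr*a mt*-*exon4 was 3.41% and the share of WT features with the same direction in *thr*a mt*-*exon4 was 79.8%. This alternative is a stricter threshold by construction.

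Libraries with the same replicate number did not deviate together: the correlation of their deviations from the group means was −0.0850 to 0.0719 over 18 pairs (median −0.0199), and −0.142 to 0.155 over the other 36 pairs, so the libraries share only a number. With the replicate number as a block edgeR gave 30 features T_3_-regulated in *thr*a mt*-*exon4, 25 induced in *thr*a mt*-*exon4, 5 repressed in *thr*a mt*-*exon4, 26 regulated in both genotypes, 75 with different responses and 21 with a higher baseline. It also gave 55 with a lower baseline, 12 with a higher baseline and induced in WT, 11 with a lower baseline and repressed in WT, 6 induced in *thr*a mt*-*exon4 alone, 0 repressed in *thr*a mt*-*exon4 alone and 9 with a higher baseline and not induced in WT. The other numbers moved were 44 with a lower baseline and not repressed in WT. The share of *thr*a mt*-*exon4 features called in *thr*a mt*-*exon4 alone was 13.3% and the share of features induced in both with a smaller *thr*a mt*-*exon4 response was 89.5%. The block takes degrees of freedom from the fit.

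With 1 library left out, the fit holds fewer samples by construction, and the cause of the numbers that rose was not tested. Each range is followed by the values that moved by more than 1.5 times, or for shares beyond their interval, with the library left out and its replicate number. The number of features T_3_-regulated in WT ran from 824 to 2528 and moved to 1535 (WT vehicle 3) and 858, 1459 and 824 (WT T_3_ 1, 2 and 3). A range of 25 to 179 was found for the number of features T_3_-regulated in *thr*a mt*-*exon4, which moved to 35 and 122 (WT vehicle 2 and 3), 36, 34 and 33 (WT T_3_ 1, 2 and 3), 29, 25 and 36 (*thr*a mt*-*exon4 vehicle 1, 2 and 3) and 179, 26 and 29 (*thr*a mt*-*exon4 T_3_ 1, 2 and 3). For the number of features induced in WT the range was 412 to 1292, with moves to 717 (WT vehicle 3) and 446, 700 and 412 (WT T_3_ 1, 2 and 3). Features repressed in WT numbered 412 to 1274 and moved to 412, 759 and 412 (WT T_3_ 1, 2 and 3). A range of 20 to 160 was found for the number of features induced in *thr*a mt*-*exon4, which moved to 29 and 82 (WT vehicle 2 and 3), 28, 27 and 27 (WT T_3_ 1, 2 and 3), 20, 22 and 29 (*thr*a mt*-*exon4 vehicle 1, 2 and 3) and 160, 21 and 24 (*thr*a mt*-*exon4 T_3_ 1, 2 and 3). For the number of features repressed in *thr*a mt*-*exon4 the range was 3 to 40, with moves to 6 and 40 (WT vehicle 2 and 3), 7 and 6 (WT T_3_ 2 and 3), 3 and 7 (*thr*a mt*-*exon4 vehicle 2 and 3) and 19, 5 and 5 (*thr*a mt*-*exon4 T_3_ 1, 2 and 3). The number of features regulated in both genotypes ran from 22 to 71 and moved to 70 (WT vehicle 3), 26 and 25 (WT T_3_ 1 and 3), 25, 22 and 26 (*thr*a mt*-*exon4 vehicle 1, 2 and 3) and 71, 22 and 24 (*thr*a mt*-*exon4 T_3_ 1, 2 and 3). A range of 0.893% to 4.56% was found for the share of WT features also called in *thr*a mt*-*exon4, which moved to 4.56% (WT vehicle 3), 3.03% and 3.03% (WT T_3_ 1 and 3), 0.989%, 0.893% and 1.19% (*thr*a mt*-*exon4 vehicle 1, 2 and 3) and 3.26%, 1.03% and 1.13% (*thr*a mt*-*exon4 T_3_ 1, 2 and 3). For the share of *thr*a mt*-*exon4 features called in *thr*a mt*-*exon4 alone the range was 12% to 60.3%, with moves to 40.8% and 42.6% (WT vehicle 1 and 3), 13.8% and 12% (*thr*a mt*-*exon4 vehicle 1 and 2) and 60.3% and 15.4% (*thr*a mt*-*exon4 T_3_ 1 and 2). Features with different responses numbered 38 to 129 and moved to 69 (WT vehicle 2), 42, 54 and 38 (WT T_3_ 1, 2 and 3), 62 (*thr*a mt*-*exon4 vehicle 1) and 71 and 59 (*thr*a mt*-*exon4 T_3_ 2 and 3). A range of 66.3% to 81.9% was found for the share of WT features with the same direction in *thr*a mt*-*exon4, which moved to 81.9%, 79.3% and 81.1% (WT T_3_ 1, 2 and 3), 78.7% and 66.3% (*thr*a mt*-*exon4 vehicle 1 and 2) and 71.3% (*thr*a mt*-*exon4 T_3_ 2). For the share of features induced in both with a smaller *thr*a mt*-*exon4 response the range was 42.4% to 94.7%, with moves to 89.7% (WT vehicle 1), 90.0% (WT T_3_ 3), 94.1% (*thr*a mt*-*exon4 vehicle 1) and 42.4%, 94.1% and 94.7% (*thr*a mt*-*exon4 T_3_ 1, 2 and 3). The share of features repressed in both with a smaller *thr*a mt*-*exon4 response ran from 30.0% to 83.3% and moved to 33.3% (*thr*a mt*-*exon4 vehicle 2) and 30.0% (*thr*a mt*-*exon4 T_3_ 1). A range of 25% to 70.8% was found for the share of features repressed in both with a higher *thr*a mt*-*exon4 baseline, which moved to 33.3% (WT vehicle 2) and 25% (*thr*a mt*-*exon4 T_3_ 2). For the number of features with a higher baseline the range was 13 to 185, with moves to 15, 14 and 185 (WT vehicle 1, 2 and 3) and 15, 13 and 20 (*thr*a mt*-*exon4 vehicle 1, 2 and 3). Features with a lower baseline numbered 18 to 319 and moved to 30, 27 and 319 (WT vehicle 1, 2 and 3) and 18, 34 and 45 (*thr*a mt*-*exon4 vehicle 1, 2 and 3). A range of 10 to 44 was found for the number of features with a higher baseline and induced in WT, which moved to 11, 12 and 44 (WT vehicle 1, 2 and 3) and 11 and 10 (*thr*a mt*-*exon4 vehicle 1 and 2). For the number of features with a lower baseline and repressed in WT the range was 5 to 77, with moves to 5, 5 and 77 (WT vehicle 1, 2 and 3), 8, 8 and 7 (WT T_3_ 1, 2 and 3), 7, 9 and 12 (*thr*a mt*-*exon4 vehicle 1, 2 and 3) and 13 (*thr*a mt*-*exon4 T_3_ 2). The number of the cell cycle genes of Table 2 regulated in WT ran from 2 to 5 and moved to 2 (WT vehicle 3) and 2, 2 and 2 (WT T_3_ 1, 2 and 3). A range of 3 to 101 was found for the number of features induced in *thr*a mt*-*exon4 alone, which moved to 30, 7 and 38 (WT vehicle 1, 2 and 3), 8, 7 and 7 (WT T_3_ 1, 2 and 3), 3 and 5 (*thr*a mt*-*exon4 vehicle 1 and 2) and 101, 4 and 5 (*thr*a mt*-*exon4 T_3_ 1, 2 and 3). For the number of features repressed in *thr*a mt*-*exon4 alone the range was 0 to 16, with moves to 7, 0 and 16 (WT vehicle 1, 2 and 3), 1 (WT T_3_ 3), 0 and 0 (*thr*a mt*-*exon4 vehicle 2 and 3) and 9, 1 and 1 (*thr*a mt*-*exon4 T_3_ 1, 2 and 3). Features with a higher baseline and not induced in WT numbered 2 to 141 and moved to 4, 2 and 141 (WT vehicle 1, 2 and 3) and 4, 3 and 6 (*thr*a mt*-*exon4 vehicle 1, 2 and 3). A range of 11 to 242 was found for the number of features with a lower baseline and not repressed in WT, which moved to 25, 22 and 242 (WT vehicle 1, 2 and 3) and 11, 25 and 33 (*thr*a mt*-*exon4 vehicle 1, 2 and 3).

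Depth and the number of replicates limit what can be called: of 200 genes changed by a log_2_ fold change of 1 on simulated counts, edgeR recovered 141 in the T_3_ response of WT and 109 in the difference of the responses. Features of low abundance, such as XLOC_029215 and *otop1*, rest on few counts, and their fitted log_2_ fold changes are uncertain.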

Differences from the paper's values

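The numbers of genes induced or repressed in *thr*a mt*-*exon4 alone, and of those with a changed baseline outside the T_3_ lists, were added as results after the data were seen, and the other results were set before. Of 24 values of the text, 20 differed by more than 1.5 times from the edgeR value, and 0 from the DESeq2 value. The log_2_ fold changes of all 1929 identifiers compared from the paper's WT list lay within 8.4e-05 of those of DESeq2 here. That list thus matches DESeq2 output, whereas the methods name limma, and the choice of tool can account for the differences below. In each pair the paper's value is given first and the edgeR value second.

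The paper and edgeR gave 419 and 56 for the T_3_-regulated genes in *thr*a mt*-*exon4 (396 by DESeq2), 178 and 41 for the genes called in both genotypes (182 by DESeq2) and 241 and 15 for the genes called in *thr*a mt*-*exon4 alone (214 by DESeq2). Further pairs were 109 and 30 for the genes induced in both genotypes (105 by DESeq2), 69 and 9 for the genes repressed in both genotypes (66 by DESeq2) and 169 and 14 for the genes induced in *thr*a mt*-*exon4 alone (162 by DESeq2). Further pairs were 50 and 3 for the genes repressed in *thr*a mt*-*exon4 alone (63 by DESeq2) and 74 and 20 for the genes with a higher baseline that were induced in WT (73 by DESeq2). Of the 20 alternatives set before the data were examined, DESeq2 alone was within 1.5 times of the paper's value for these, and the others, limma-voom included, were not.

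The paper and edgeR gave 12% and 2.33% for the *thr*a mt*-*exon4 number as a percentage of the WT number (11.7% by DESeq2). Besides DESeq2, the paper's value was within 1.5 times under the fit without *thr*a mt*-*exon4 T_3_ replicate 1, and not under the rest of the 20 alternatives set before the data were examined.

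The paper and edgeR gave 5.1% and 1.71% for the percentage of WT genes also called in *thr*a mt*-*exon4 (5.35% by DESeq2). Besides DESeq2, the paper's value was within 1.5 times under the threshold of a log_2_ fold change over 0.5 and the fit without WT vehicle replicate 3, and not under the rest of the 20 alternatives set before the data were examined.

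The paper and edgeR gave 57.5% and 26.8% for the percentage of *thr*a mt*-*exon4 genes called in *thr*a mt*-*exon4 alone (54.0% by DESeq2). Besides DESeq2, the paper's value was within 1.5 times under the fit with no low-count filter, the fit without WT vehicle replicate 1, the fit without WT vehicle replicate 3 and the fit without *thr*a mt*-*exon4 T_3_ replicate 1, and not under the rest of the 20 alternatives set before the data were examined.

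The paper and edgeR gave 1855 and 1182 for the induced genes in WT (1803 by DESeq2). Besides DESeq2, the paper's value was within 1.5 times under median-of-ratios size factors, the fit without *thr*a mt*-*exon4 vehicle replicate 1 and the fit without *thr*a mt*-*exon4 vehicle replicate 2, and not under the rest of the 20 alternatives set before the data were examined.

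The paper and edgeR gave 5.9% and 2.54% for the percentage of induced WT genes also induced in *thr*a mt*-*exon4 (5.82% by DESeq2). Besides DESeq2, the paper's value was within 1.5 times under the threshold of a log_2_ fold change over 0.5, the fit without WT vehicle replicate 3, the fit without WT T_3_ replicate 1, the fit without WT T_3_ replicate 3 and the fit without *thr*a mt*-*exon4 T_3_ replicate 1, and not under the rest of the 20 alternatives set before the data were examined.

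The paper and edgeR gave 4.2% and 0.740% for the percentage of repressed WT genes also repressed in *thr*a mt*-*exon4 (4.14% by DESeq2), 212 and 36 for the genes with a higher baseline in *thr*a mt*-*exon4 (207 by DESeq2) and 35% and 55.6% for the percentage of genes with a higher baseline that were induced in WT (35.3% by DESeq2). Further pairs were 138 and 16 for the genes with a higher baseline not induced in WT (134 by DESeq2), 325 and 91 for the genes with a lower baseline in *thr*a mt*-*exon4 (318 by DESeq2) and 78 and 21 for the genes with a lower baseline that were repressed in WT (78 by DESeq2). Further pairs were 247 and 70 for the genes with a lower baseline not repressed in WT (240 by DESeq2). Besides DESeq2, the paper's value was within 1.5 times under the fit without WT vehicle replicate 3, and not under the rest of the 20 alternatives set before the data were examined.

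Of the 1929 distinct identifiers in the lines of Supplemental Table 1 used here, edgeR called 1234 in WT, and DESeq2 called 1929. The paper lists *cdk8* and *cdk11b* as regulated by T_3_ in WT. In the edgeR fit their adjusted p was 0.088 and 0.063; DESeq2 called both (adjusted p = 0.044 and 0.029), and edgeR without WT vehicle replicate 1 called *cdk11b*. Over the alternatives the adjusted p ran from 0.044 to 0.33 for *cdk8* and from 0.014 to 0.18 for *cdk11b*. The paper describes the genes left over from those with a reduced baseline as elevated in *thr*a mt*-*exon4; the 70 features of that kind here were lower in *thr*a mt*-*exon4.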

Other observations

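In this part the tests of depth, spread and single libraries for the number of T_3_-regulated genes, of WT vehicle replicate 3, of repeated lines, of false calls by DESeq2 and of the opposite baseline were chosen after the results were seen.

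Fewer features were called as T_3_-regulated in *thr*a mt*-*exon4 than in WT. Lower depth was tested by thinning all libraries to 1 total, which left 41 in *thr*a mt*-*exon4 and 2323 in WT, and the *thr*a mt*-*exon4 libraries were on the whole the deeper ones. A larger spread between *thr*a mt*-*exon4 replicates was tested by the dispersion of each genotype fitted alone, 0.0128 in *thr*a mt*-*exon4 and 0.0133 in WT. With 1 library left out the *thr*a mt*-*exon4 number reached at most 8.21% of the WT number (at least 1.02%). These values argue against depth and a single library as the cause, and loss of TRα stays as a hypothesis. Spread cannot be told apart, since WT vehicle replicate 3 raised the WT dispersion: pairs with it had 0.0257 and 0.0344. Pairs of *thr*a mt*-*exon4 libraries of a group had 0.0107 to 0.0187. WT vehicle replicates 1 and 2 had 0.00680 and pairs of WT T_3_ libraries 0.00409 to 0.00534.

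Other splits of the libraries into groups of 3 bear on chance. In WT 1 of 10 splits gave as many calls, the real one (the others at most 1), in *thr*a mt*-*exon4 1 of 10 (the others 0), and with DESeq2 in *thr*a mt*-*exon4 1 of 10 (the others at most 27). With 10 splits the share cannot go below 0.1, so these splits alone cannot exclude chance. Splitting both genotypes together, 1 of 100 splits, the real one, gave as many features called in both; no other split had a call in *thr*a mt*-*exon4, so that no overlap was possible there and the splits alone cannot exclude chance for the number of 41. Among its members *thrb*, *klf9* and *dio3* were called in both genotypes in all 20 alternatives. A correlation across all features of the responses as large in size as 0.147 came in 3 of 100 (the largest of the others 0.166), so chance in both genotypes at once can be excluded for the correlation. With the WT libraries in their real groups only 10 splits of the *thr*a mt*-*exon4 libraries remain, and chance cannot be excluded for *thr*a mt*-*exon4 alone. Features are not independent replicates. For the share of WT features with the same direction in *thr*a mt*-*exon4, 2 of 10 splits were as far from 50% (the others 53.0% to 77.3%), and chance cannot be excluded. For the baseline, 2 of 10 splits of the vehicle libraries gave as many calls in one direction as the 36 higher features (the other 54), and 1 of 10 as many as the 91 lower ones; chance cannot be excluded for either by these splits.

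Features with a changed baseline overlapped the T_3_ lists of WT, and the comparisons share the WT vehicle libraries. In 20 simulated sets with an unchanged baseline the overlap reached at most 13 for the higher features (20 observed) and at most 17 for the lower ones (21 observed). Even so, the shared WT vehicle libraries and a change of baseline cannot be told apart as the origin of the overlaps: the simulated sets lack deviations of a library that many features share, and a split of the real vehicle libraries gave 54 calls in one direction. The overlap of the higher features ran from 10 (without *thr*a mt*-*exon4 vehicle replicate 2) to 44 (without WT vehicle replicate 3), and that of the lower ones from 5 (without WT vehicle replicate 1 or 2) to 77 (without WT vehicle replicate 3). For the features repressed in both genotypes, the share with a higher baseline in *thr*a mt*-*exon4 reached 100% in the sets with no change of baseline, and 5 of 20 sets were as large as the 66.7% observed, so that the observed share is consistent with no change of baseline.

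All 15 features called in *thr*a mt*-*exon4 alone had a baseline difference opposite in sign to their T_3_ response in *thr*a mt*-*exon4. In simulated sets with an unchanged baseline the share was at most 73.3% (mean 58.3%). A chance deviation of the *thr*a mt*-*exon4 vehicle libraries that the 15 share, and a real change of baseline, cannot be told apart: the simulation was run with the fitted *thr*a mt*-*exon4 responses, which such a deviation would itself have enlarged.

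The spread between WT vehicle libraries was larger than that between WT T_3_ libraries (dispersion 0.0220 and 0.00485). Library depth was tested by thinning, which left 0.0209 and 0.00454. WT vehicle replicates 1 and 2 alone had a dispersion of 0.00680, pairs with replicate 3 had 0.0257 and 0.0344, and pairs of WT T_3_ libraries 0.00409 to 0.00534, which indicates that WT vehicle replicate 3 is a source of the spread. Without it edgeR called 185 features with a higher and 319 with a lower baseline. Whether its difference is technical or biological was not tested, and the library stays in every comparison reported at the paper's sentences.

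DESeq2 called more genes than edgeR. On simulated counts for the WT comparison 19.0% of the DESeq2 calls and 4.08% of the edgeR calls were false, so false calls may be part of the excess. In the simulated *thr*a mt*-*exon4 comparison, where nothing was changed, DESeq2 made 6 calls, against 396 in the data, and how many of the calls by DESeq2 alone are false cannot be told apart here, since the simulation follows edgeR's estimates of the spread. For the 1929 distinct identifiers of Supplemental Table 1 used here the log_2_ fold change was within 0.01 of DESeq2's for 1929 and of edgeR's for 538.

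In the lines of Supplemental Table 1 used here, 61 of the 1854 with a log_2_ fold change above 0 repeat an identifier, which leaves 1793 distinct ones; in all, 68 of 1997 lines do. DESeq2 called 1803 induced genes here, against the paper's 1855. Repeated lines may account for a gap of this size.

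Under T_3_ itself, 1515 features differed between *thr*a mt*-*exon4 and WT by edgeR's test, 815 higher and 700 lower in *thr*a mt*-*exon4, and 797 of these were T_3_-regulated in WT. XLOC_027427, which was chosen after its values were seen, had 0, 0 and 0 counts in WT vehicle, 0, 163 and 572 in WT T_3_, 1017, 1 and 518 in *thr*a mt*-*exon4 vehicle and 429, 309 and 0 in *thr*a mt*-*exon4 T_3_.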
